# Formalin-evoked pain triggers sex-specific behavior and spinal immune response

**DOI:** 10.1038/s41598-023-36245-7

**Published:** 2023-06-12

**Authors:** Lucie Pepino, Pascale Malapert, Andrew J. Saurin, Aziz Moqrich, Ana Reynders

**Keywords:** Cellular neuroscience, Sensory processing, Pain

## Abstract

Mounting evidence shows sex-related differences in the experience of pain with women suffering more from chronic pain than men. Yet, our understanding of the biological basis underlying those differences remains incomplete. Using an adapted model of formalin-induced chemical/inflammatory pain, we report here that in contrast to male mice, females distinctly display two types of nocifensive responses to formalin, distinguishable by the duration of the interphase. Females in proestrus and in metestrus exhibited respectively a short-lasting and a long-lasting interphase, underscoring the influence of the estrus cycle on the duration of the interphase, rather than the transcriptional content of the dorsal horn of the spinal cord (DHSC). Additionally, deep RNA-sequencing of DHSC showed that formalin-evoked pain was accompanied by a male-preponderant enrichment in genes associated with the immune modulation of pain, revealing an unanticipated contribution of neutrophils. Taking advantage of the male-enriched transcript encoding the neutrophil associated protein Lipocalin 2 (*Lcn2*) and using flow cytometry, we confirmed that formalin triggered the recruitment of LCN2-expressing neutrophils in the pia mater of spinal meninges, preferentially in males. Our data consolidate the contribution of female estrus cycle to pain perception and provide evidence supporting a sex-specific immune regulation of formalin-evoked pain.

## Introduction

Men and women experience pain differently. Women exhibit increased sensitivity to several acute pain modalities^1–3^ and are over-represented in various chronic pain conditions such as migraine, fibromyalgia, temporomandibular joint disorder and irritable bowel disorder^2–4^. Despite a well-established literature reporting quantitative sex differences in pain, the underlying biological mechanisms are not fully understood. Sex hormones play an important contribution, but more recent data put forward that other biological substrates involved in pain detection, transmission and modulation, including genes, neurons and immune cells, differently operate in males and females^5–7^. In rodents, quantitative sex differences have been documented in various pre-clinical model of pain, including in the formalin paradigm of inflammatory/chemical pain^8–13^. Intra-plantar injection of formalin elicits a spontaneous phasic nocifensive behavior (licking, flinching, biting of the paw) initiated by a short-lasting intense pain (first phase), followed by a time-lapse with reduced pain (interphase) and finally by a last phase during which pain resumes (second phase)^14^. The first phase is considered to represent the activation of nociceptive fibers, the interphase, the recruitment of endogenous pain-inhibitory mechanisms and the second phase, the spinal sensitization of the pain pathway^14–16^. Previous studies, mostly performed in rats, have shown that females exhibit increased formalin-induced pain^10,11,17^ and that males and females process differently formalin-evoked pain^13,18–20^. This is widely attributed to sex hormones, as shown by the absence of sex differences in gonadectomized subjects^11,17–19^. Importantly, in all of these studies, the same volume of 1 to 5% formalin is administrated to both sexes, and given that there are considerable weight differences between males and females of the same age (https://www.arc.wa.gov.au/?page_id=125), one may put forward that the initial intensity of the stimulus (formalin) is readily higher in females as compared to males. Considering this, in the present study, we adapted the volume of injected formalin to the weight of the mice, as previously described^21^, to determine sex differences in formalin-evoked pain behavior and to investigate the associated transcriptional modifications in the dorsal horn of the spinal cord (DHSC). Despite no sex differences in the amplitude of formalin-evoked pain, we report here that in contrast to males, females distinctly displayed two types of nocifensive responses, distinguishable by the duration of the interphase. This was mainly influenced by female estrus cycle, rather than by the transcriptional content of the DHSC. Notably, we found that proestrus and metestrus females exhibited respectively a short- and a long-lasting interphase. In addition, deep RNA-sequencing of DHSC tissues of formalin-exposed mice of each sex, showed a male preponderant enrichment of genes associated with the immune response, revealing an unanticipated contribution of neutrophils. Taking advantage of the male-enriched transcript encoding the neutrophil associated protein Lipocalin 2 (*Lcn2*) and using flow cytometry, we confirmed that formalin triggered the recruitment of LCN2-expressing neutrophils in the pia mater of spinal meninges, preferentially in males. Altogether, our data consolidate the contribution of female estrus cycle to pain perception and provide evidence supporting a sex-specific immune regulation of formalin-evoked pain.

## Results

### Female mice display two types of formalin-induced pain behaviors, respectively marked by short- and long-lasting interphase

The amplitude and time-course of formalin-evoked pain behavior was analyzed in female and male C57Bl/6 mice, using an adapted experimental setting, as previously described^21^. Each mouse received an intraplantar injection of a 2% formalin solution at a rate of 8 µl/20 g of weight and their pain behavior was monitored per 5 min intervals for 60 min. We started this study by analyzing relatively small cohorts of male and free cycling females (n = 8, per sex). Under these conditions, the total duration of formalin-evoked nocifensive behavior was equal between sexes (Fig. 1a). However, we observed differences in the time-course of pain responses (Fig. 1a). In males, formalin triggered a classical biphasic response with a short-lasting first phase, followed by an interphase and then a second phase (Fig. 1a). In contrast females exhibited three peaks of formalin-evoked nocifensive behavior, either corresponding to a tri-phasic response or underlining variability in the appearance of the second phase, reflecting a variability in the duration of the interphase (Fig. 1a). Analysis of individual responses clearly revealed two typical formalin-triggered nocifensive behaviors amongst females, with one group of females (hereafter called F1) exhibiting a short-lasting interphase and a second group (hereafter called F2), displaying a much longer-lasting interphase (Fig. 1b). In contrast, no subgroups were observable in males (https://figshare.com/articles/figure/K-means_clustering_for_males/22036304). We defined the interphase as the total duration of the quiescent period following the first phase and before the emergence of the second phase of the formalin-induced pain. Because large-enough datasets are required to increase the power of statistical analysis, especially when considering free-cycling females, we considerably increased the number of mice per sex (n = 24 males and 53 females). In this large sampling, formalin triggered a similar biphasic response in both sexes with no difference in the total duration of nocifensive behavior (Fig. 1c). However, when we analyzed the behavioral responses during the 5 min intervals, female mice started their second phase earlier than males (Fig. 1c). Despite this apparent homogeneity in the time-course of formalin-evoked pain response within females, the above observed typical F1 and F2 behaviors remained identifiable, as revealed by unbiased k-means clustering (Fig. 1d,e). Using this approach, we found that in 29 of the 53 females included in our study (55%), the second phase of formalin-evoked pain resumed after about 10 min and thus corresponded to the short-lasting interphase F1 group, while in the remaining 24 (45%) the second phase started at about 23 min post-formalin injection, consistent with what observed in the long-lasting interphase F2 group (Fig. 1e,f). We also noticed slight differences in the first phase of the formalin group, with F2 females exhibiting less formalin-evoked pain than F1 females (Fig. 1e). When applied to males, k-means clustering highlighted the outliers, as among the 24 male subjects, 20 of them (83%) exhibited similar formalin-evoked pain behavior (Fig. 1d). Of note, the mean duration of the interphase in males was 20 min (Fig. 1f). Together, these data demonstrate sex-related differences in the behavioral responses to formalin-induced pain.

**Figure 1:**
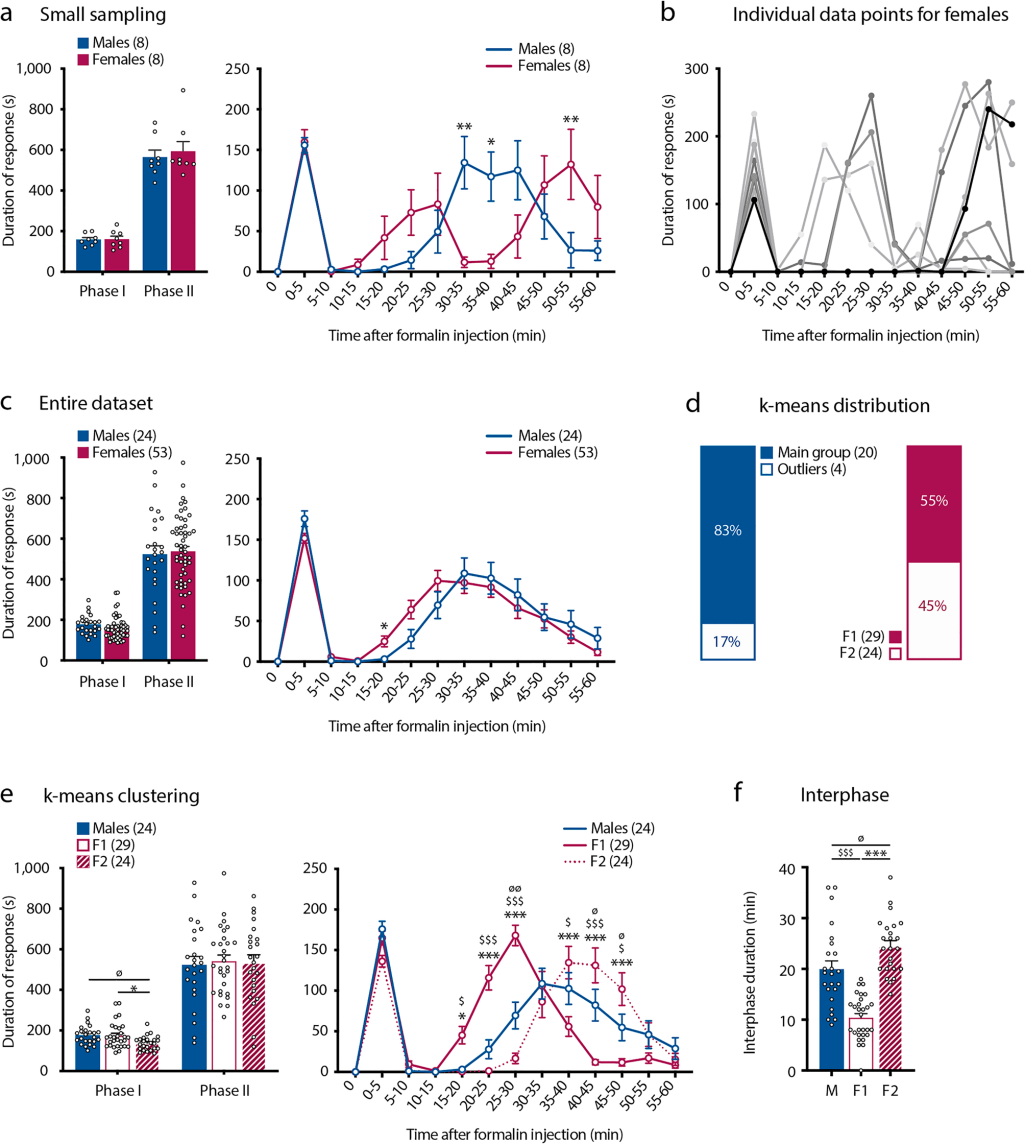
Female mice display two types of formalin-induced pain behaviors, respectively marked by short- and long-lasting interphases. (**a**) Cumulative duration (left) and the duration per 5 min intervals (time-course, right) of formalin-evoked pain behavior (in seconds, s) in a small cohort of n = 8 male and n = 8 female mice. Data are presented as mean ± SEM. (*p < 0.05; **p < 0.01). (**b**) Individual data for the time-course of formalin-evoked pain in the females included the (**a**). (**c**) Cumulative duration (left) and time-course (right) of formalin-evoked nocifensive behavior (in seconds, s) in a large group of mice (n = 24 males and 53 females). Data are presented as mean ± SEM. (*p < 0.05). (**d**) K-means based subdivision of males and females; shows the percentage of subjects in each sub-group (males and outlier males and F1 and F2 females). (**e**) Cumulative duration (left) and time-course (right) of formalin-evoked nocifensive behavior (in seconds, s) in F1 (n = 29) and F2 (n = 24) females and in males (n = 24). Data are presented as mean ± SEM. (M-F1: ^$^p < 0.05; ^$$$^p < 0.001) (M-F2: ^ø^p < 0.05; ^øø^p < 0.01) (F1-F2: *p < 0.05; ***p < 0.001). (**f**) Duration of the interphase in males (n = 24), F1 (n = 29) and F2 (n = 24) females (in minutes, min). Data are presented as mean ± SEM. (M-F1: ^$$$^p < 0.001) (M-F2: ^ø^p < 0.05) (F1-F2: ***p < 0.001).

### Estrus cycle influences formalin-evoked pain behavior in females, with minimal impact on gene expression levels in the DHSC

We next searched for the biological underpinnings underlying the differences in formalin-evoked pain behaviors in females. The interphase of the formalin test is mainly thought to reflect the recruitment of endogenous inhibitory systems. One possible explanation is that the variations in the levels of circulating gonadal hormones (estrogen and progesterone) across the estrus cycle, influence the strength of endogenous inhibition recruited during the interphase^19^. We thus determined the stage of the estrus cycle of each of the females analyzed in Fig. 1, right after the formalin test. We found that metestrus females were under-represented in the F1 group (n = 3/29), while F2 group contained only a very small fraction of females in proestrus (n = 2/24) (Fig. 2a). Additionally, when analyzed with respect to their estrus cycle and independently of their belonging to F1 or F2 groups, proestrus females exhibited a F1-like behavior, while females in metestrus displayed a F2-like behavior, with respectively short and long-lasting interphases (Fig. 2b,c). We also observed that females in metestrus exhibited less formalin-evoked pain as compared to females in proestrus, in the first phase of the test (Fig. 2b). Mice that were in estrus and diestrus had an intermediate response to formalin and could be found in both groups (Fig. S1). Hormonal fluctuations across the estrus cycle have been recently shown to affect the transcriptional activity of several genes in the hippocampus, including genes involved in the regulation of neural activity and behavior^22^. We thus further asked if the differences in formalin-evoked behaviors observed in F1/proestrus and F2/metestrus could be also explained by differential gene expression in the DHSC. To this aim, we performed unbiased RNA sequencing (RNA-Seq) on ipsilateral DHSC tissues from F1/proestrus (n = 6) and F2/metestrus females (n = 6), at 2 h (2H) post-formalin, a time-point we estimated will include early-induced genes in response to formalin (Fig. 2d,e).

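The authors deposited, for the 18 ipsilateral DHSC samples sequenced in the study, the number of reads counted on the exons of 55573 Ensembl genes, without normalization. According to the methods, reads were uniquely mapped to the mm10 genome with Subread and counted with featureCounts. For library preparation the methods name the TruSeq kit, whereas the sample labels describe SMART-Seq amplification followed by Nextera XT tagmentation. Between 90350649 and 115074352 reads were counted on genes in the 6 F1/proestrus samples, with a median of 103041428. The 6 F2/metestrus samples had between 78112384 and 113927430 counted reads, with a median of 97682732. A gene with 3 counts, taken as the smallest signal that the depth can show, had 0.0263 to 0.0381 CPM in these 12 females. CPM are counts divided by the library total after TMM normalization and scaled to a common total. This floor covers counting error only. The library numbers in the count table fall into 2 series. The first series, numbers 27 to 35, holds replicates 1 to 3 of the males and of both female groups, and the second series, numbers 188 to 196, holds replicates 4 to 6. Both series were sampled equally in F1/proestrus and F2/metestrus, and for part of the results values within each series are given beside the pooled ones. The samples were compared with edgeR's quasi-likelihood test on counts normalized by the TMM method, after a filter on low counts, with Benjamini-Hochberg adjustment at an FDR of 5%. The standard errors of log2 fold changes were derived from the test statistic, as the absolute log2 fold change divided by the square root of F.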

**Figure 2:**
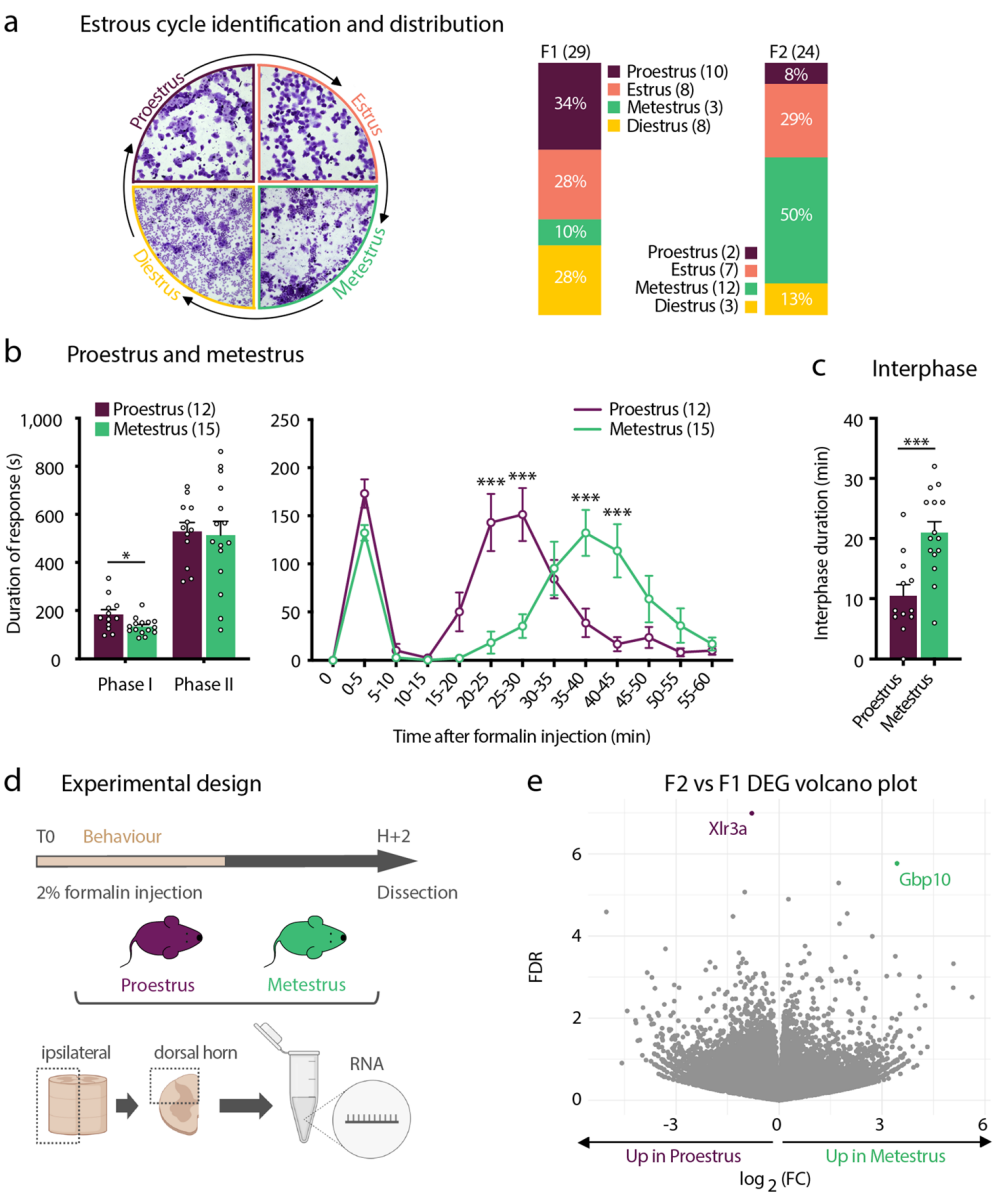
The duration of the interphase in females is influenced by the estrus cycle. (**a**) Vaginal cytology used for the identification of the different stages of the estrus cycle and the percentage of females in proestrus, estrus, metestrus and diestrus in F1 and F2 subgroups. (**b**) Cumulative duration (left) and time-course (right) of formalin-evoked nocifensive behavior (in seconds, s) in females in proestrus (n = 12) as compared to females in metestrus (n = 15). Data are presented as mean ± SEM. (*p < 0.05; ***p < 0.001). (**c**) Duration of the interphase (in minutes, min) in females in proestrus (n = 12) and females in metestrus (n = 15). Data are presented as mean ± SEM. (***p < 0.001). (**d**) Illustration of the experimental design for RNA-Seq preformed on the dorsal horn of the spinal cord (DHSC) of proestrus (n = 6) and metestrus (n = 6) females following formalin injection. (**e**) Volcano-plot representation of the RNA-Seq data, highlighting the transcripts enriched in proestrus females and those in metestrus females (FDR5).

Comparative analysis with a false discovery rate of 5 (FRD5) revealed only 2 differentially-expressed genes (DEG) between F1/proestrus and F2/metestrus (Fig. 2e). 

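Of the 24042 genes that passed the filter on low counts in the 12 females, 0 differed between F2/metestrus and F1/proestrus at an FDR of 5%. At an unadjusted p under 0.05 there were 596 genes, against 1202 for 5% of the genes tested. The smallest adjusted p was 0.863. In the first library series alone 0 of 24723 genes passed the same threshold, with 1206 at an unadjusted p under 0.05, and in the second series 0 of 23826, with 648. The alternative that moved this count most was DESeq2 without its filter on Cook's distance, which called 5 genes. DESeq2 with default settings called 2 genes on the same counts. The authors also deposited a table of DESeq2 values for 1 comparison, which the table does not name. Its log2 fold changes differ by at most 4.99e-08 from those that DESeq2 gave on the counts for F2/metestrus against F1/proestrus, over 44127 genes with a p-value in both. In the authors' table 2 genes have an adjusted p under 0.05, *Xlr3a* and *Gbp10*. Among the 5 genes with the smallest p in the edgeR test were 2 with low counts. *Gm14540*, an antisense transcript on chromosome 6 of GRCm38 from 33038468 to 33043222, had 0.0701 ± 0.0341 CPM (SD, n = 6) in F1/proestrus and 0.236 ± 0.0570 CPM (SD, n = 6) in F2/metestrus, with an adjusted p of 0.863. ENSMUSG00000118310, on chromosome 19 from 10439897 to 10442652 within *Syt7*, had 0.303 ± 0.0557 CPM (SD, n = 6) in F1/proestrus and 0.119 ± 0.0489 CPM (SD, n = 6) in F2/metestrus, with an adjusted p of 1.00 in the edgeR fit.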

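*Xlr3a* lies on the minus strand of chromosome X of GRCm38, from 73086293 to 73097095. Its expression was 4.04 ± 0.976 CPM (SD, n = 6) in F1/proestrus and 2.34 ± 0.230 CPM (SD, n = 6) in F2/metestrus. The log2 fold change of F2/metestrus against F1/proestrus was -0.79 (standard error 0.142), with an unadjusted p of 5.39e-05 and an adjusted p of 0.863 in edgeR's quasi-likelihood test. All 6 F1/proestrus samples lay above all 6 F2/metestrus samples (two-sided exact permutation test on CPM, p = 0.00216, the smallest p that 6 samples against 6 allow). *Xlr3a* was named for differing in these samples, so this p is no separate evidence, and 27 of the 24042 genes tested parted the female groups fully, against 52 by chance. Within the first library series the log2 fold change was -0.69, and within the second series it was -0.88. With each sample left out in turn it ranged from -0.85 to -0.66, and the value nearest 0 was obtained without F1/proestrus sample 5, which had the highest expression, 5.78 CPM. In the authors' deposited DESeq2 table the log2 fold change of *Xlr3a* is -0.79, a 1.73-fold higher expression in F1/proestrus, with an adjusted p of 0.00453. Across the alternatives to the edgeR test listed in advance, other than leaving out a sample, the adjusted p of *Xlr3a* ranged from 0.00152 to 1.00. *Xlr3b*, a paralog on the same chromosome from 73192207 to 73202930, changed in the same direction. Its expression was 6.33 ± 2.96 CPM (SD, n = 6) in F1/proestrus and 3.18 ± 0.512 CPM (SD, n = 6) in F2/metestrus, a log2 fold change of -1.0 (standard error 0.233, adjusted p of 1.00 in the edgeR fit).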

X-linked lymphocyte regulated 3a (*Xlr3a*) was up-regulated in F1/proestrus females with a 1,79-fold-change (FC) as compared to F2/metestrus females. 

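*Gbp10* lies on the minus strand of chromosome 5 of GRCm38, from 105215699 to 105239533, and overlaps *Gm43302* on the same strand. Its expression was 0.0860 ± 0.0313 CPM (SD, n = 6) in F1/proestrus and 0.934 ± 0.913 CPM (SD, n = 6) in F2/metestrus. The F1/proestrus values correspond to 4 to 15 counts per sample. The log2 fold change of F2/metestrus against F1/proestrus was 3.40 (standard error 0.690), with an unadjusted p of 0.000183 and an adjusted p of 1.00 in edgeR's quasi-likelihood test. A two-sided exact permutation test on CPM gave p = 0.00433, which is no separate evidence for a gene named for differing in these samples. The spread within F2/metestrus was as large as its mean. F2/metestrus samples 2, 4 and 5 had 0.984, 2.18 and 1.89 CPM, whereas F2/metestrus samples 1, 3 and 6 had 0.223, 0.196 and 0.130 CPM. *Gbp2* and *Iigp1*, interferon-inducible genes examined after these values were seen, were also highest in F2/metestrus samples 2, 4 and 5. *Gbp10* had a log2 fold change of 2.71 within the first library series and 3.74 within the second series. The authors' deposited DESeq2 table gives a log2 fold change of 3.44, a 10.8-fold higher expression in F2/metestrus, with an adjusted p of 0.0377. Over the alternatives listed in advance, other than leaving out a sample, the adjusted p of *Gbp10* ranged from 0.0189 to 1.00.

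**Figure D1:**
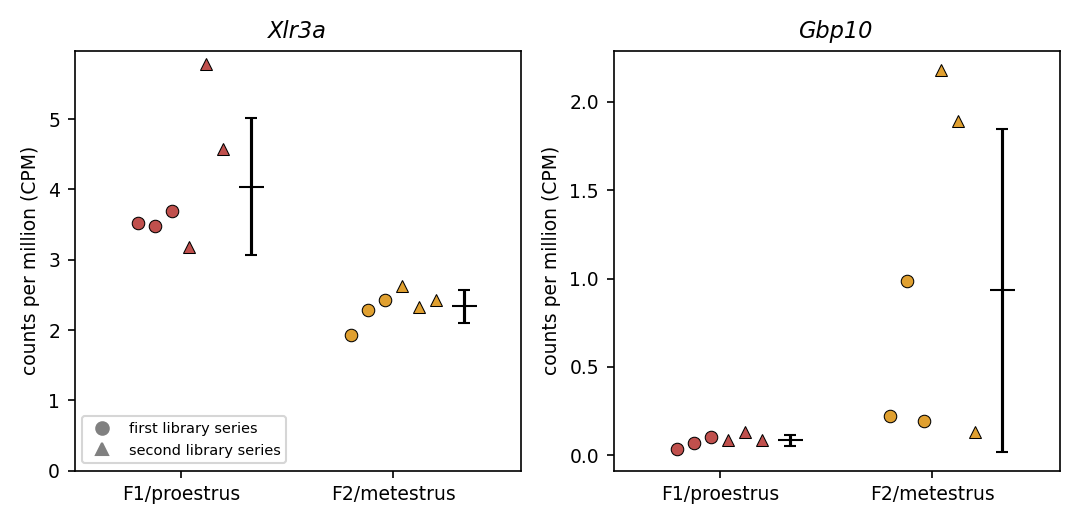
Expression of *Xlr3a* and *Gbp10* in CPM, 1 point per sample, in F1/proestrus and F2/metestrus females. Circles are the first library series, triangles the second series, and bars the mean ± SD. The F1/proestrus samples had 3.18 to 5.78 CPM of *Xlr3a* and the F2/metestrus samples 1.93 to 2.63 CPM, and 3 of the 6 F2/metestrus samples had the highest values of *Gbp10*.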

Guanylate-binding protein 10 (*Gbp10*) transcripts were found about 10 times more abundant in F2/metestrus females as compared to F1/proestrus. Both *Xlr3a* and *Gbp10* are described to be part of the immune system^23,24^, potentially suggesting a differential immune status in F1/proestrus and F2/metestrus females DHSC. These data demonstrate that the transcriptional content of the DHSC in formalin-injected F1/proestrus and F2/metestrus females is highly similar. They also put forward a preponderant contribution of the estrus cycle in the post-transcriptional modulation of the mechanisms regulating the duration of the interphase.

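Over the genes that passed the filter on low counts, the Spearman correlation between the profiles of 2 female samples ranged from 0.987 to 0.995. The mean correlation was 0.9917 between samples of the same group and 0.9919 between F1/proestrus and F2/metestrus samples, a difference of -0.000171 (one-sided exact permutation test for a higher correlation within groups, p = 0.671 over 462 splits of the 12 females). The difference was 0.000392 within the first library series (p = 0.2) and -5.22e-05 within the second series (p = 0.5), by the same exact permutation test over 10 splits each, which allow no p below 0.1. The pooled means mix pairs within and across the library series in unequal shares. Over pairs within a series alone, a choice made after seeing the data, the mean correlation was 0.9929 within groups and 0.9927 between them, a difference of 0.000170 (one-sided exact permutation test within the series, p = 0.25 over 200 splits). The same comparison between the 2 library series gave a difference of 0.00171 (one-sided exact permutation test, p = 0.00216, the smallest p that 462 splits allow). In a principal component analysis of all 18 samples the first component held 16.2% of the variance and the second 9.51%. The 9 samples of the first series lay between -37.6 and -3.32 on the first component and the 9 of the second series between 0.666 and 46.4. F1/proestrus and F2/metestrus samples overlapped on both components. From the small number of DEG between the groups, the paper concludes that the transcriptional content of the DHSC is highly similar in F1/proestrus and F2/metestrus females after formalin.

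**Figure D2:**
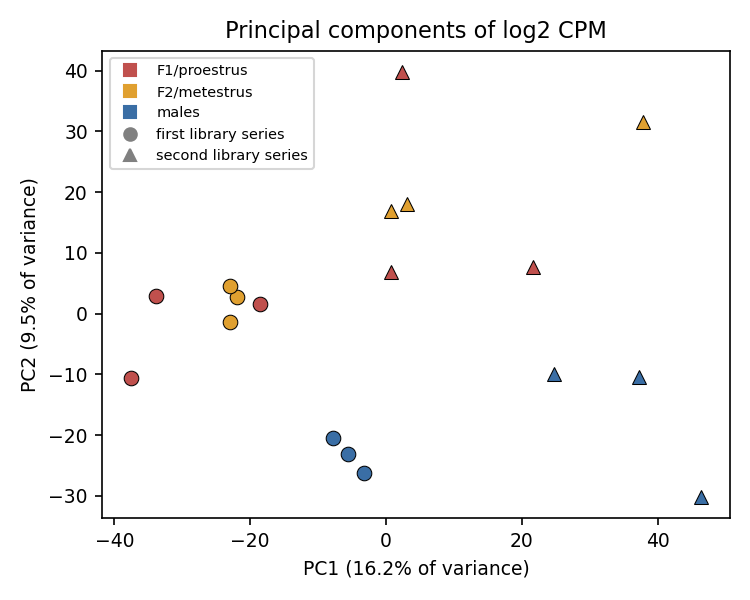
Principal component analysis of the 18 DHSC samples on log2 CPM, with 1 point per sample, the first component on the horizontal axis and the second on the vertical axis. Circles are the first library series and triangles the second series. The series part on the first component, and the 6 males lie below 0 on the second component.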

### Sex-related transcriptional differences in the ipsilateral DHSC following formalin administration

Several studies report that even in absence of quantitative sex differences in pain behavior, there are inherent male–female differences in the molecular and cellular mechanisms underlying pain processing, including in formalin pain^7,20,25^. Thus, we asked whether there were differences in the transcriptional content of the ipsilateral DHSC between males and females, 2H post-formalin injection. Towards this aim, we compared the transcriptional profiles of all the female samples (i.e. F1/proestrus and F2/metestrus females were not analyzed separately, they were combined to be analyzed as a single condition, n = 12) to male samples (n = 6). 

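The 6 males had between 73590509 and 125724156 reads counted on genes, with a median of 110907170, and the 12 females between 78112384 and 115074352, with a median of 98969851. Total counts did not differ between the sexes beyond the spread between samples (two-sided exact permutation test, n = 6 and 12, p = 0.484). The floor of 3 counts corresponded to 0.0244 to 0.0399 CPM in males. Each library series held 3 males and 6 females. Log2 fold changes are given as males against females, with all 12 females as a single condition in the fit. Permutation tests on 1 value per sample covered the 18564 ways to choose 6 of the 18 samples, so that their smallest p was 5.39e-05.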

Using the same RNA-Seq approach as above-described, we found 158 DEG between sexes with FDR of 5, among which 57 were up-regulated in females as compared to males and 101 in males as compared to females (Fig. 3a,b and Table S1). 

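Of the 24862 genes that passed the filter on low counts in the 18 samples, 49 differed between males and females at an FDR of 5% in edgeR's quasi-likelihood test, 37 with higher expression in males and 12 with higher expression in females. At an unadjusted p under 0.05 there were 2416 genes, against 1243 for 5% of the genes tested, while other splits of the samples gave a median of 651 and up to 2399. The 37 genes comprised 5 on chromosome Y and 32 on autosomes, and the 12 genes comprised 9 on chromosome X and 3 on autosomes. In 24 of the 49 genes the male and female values did not overlap, which is no separate evidence, since they were called on these samples. By chance a gene separates the sexes in this way with a probability of 1.08e-04. Of all 24862 genes tested, 30 separated the sexes, against 3 by chance. In the first library series alone 16 genes passed the same threshold, 14 of them among the 49, and in the second series 13 genes, 12 of them among the 49. The alternative that moved the count most was DESeq2 with the library series as a covariate, chosen after seeing the data, with 729 genes, of which 44 were among the 49. DESeq2 with default settings, the tool named in the methods, called 166 genes, 105 higher in males and 61 higher in females, including 46 of the 49. Only its independent filtering was set by hand, to the FDR of 5%. Without that filtering, a choice made after seeing the data, it called 122 genes.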

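In the edgeR test the 6 smallest p-values of the comparison between the sexes belonged to *Eif2s3y*, *Ddx3y*, *Uty* and *Kdm5d* on chromosome Y and to *Xist* and *Tsix* on chromosome X. *Ddx3y*, from 1260771 to 1286629 on chromosome Y of GRCm38, had 73.2 ± 8.60 CPM (SD, n = 6) in males and 0.0221 ± 0.0278 CPM (SD, n = 12) in females, where no sample had more than 7 counts, with an adjusted p of 1.85e-19. *Eif2s3y*, from 1010543 to 1028847, had 17.4 ± 1.15 CPM (SD, n = 6) in males, and all 12 females had at most 3 counts. *Uty*, from 1096861 to 1245759, had 15.6 ± 2.21 CPM in males and *Kdm5d*, from 897788 to 956786, had 18.0 ± 2.82 CPM (SD, n = 6 each), against means of 0.00530 and 0.00969 CPM in females, with at most 4 and 7 counts in a sample. *Xist*, from 103460366 to 103483254 on chromosome X, had 14.4 ± 2.83 CPM (SD, n = 12) in females and 0.0506 ± 0.0295 CPM (SD, n = 6) in males, with an adjusted p of 8.27e-16. *Tsix*, from 103431517 to 103484957 on the opposite strand of *Xist*, had 2.47 ± 0.698 CPM (SD, n = 12) in females and 0.0286 ± 0.0130 CPM (SD, n = 6) in males. In these 6 genes the values of the sexes did not overlap. The log2 fold change of *Xist* was -8.29 within the first library series and -7.99 within the second. *Gm27927*, within *Xist*, had 0 counts in all 6 males and 9 to 31 counts in the females. *Gm4017*, a processed pseudogene within *Ddx3y*, had a log2 fold change of 2.27. *Kdm6a* and the processed pseudogene *Gm2223*, both on chromosome X, had log2 fold changes of -0.70 and -0.66, with adjusted p of 0.000400 and 2.08e-09.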

As expected when comparing female versus male transcriptomes, the top-ranking DEG were X and Y-linked genes (*Xist* and *Tsix*, as well as *Uty*, *Kdm5d*, *Eif2s3y* and *Ddx3y*) (Table S1). Functional analysis using Metascape software^26^ revealed different pathways enriched in each sex (Fig. 3c). For instance, female DEG were enriched for transcripts involved in glycosyl compound metabolic regulation, in the sensory regulation of pain and in the positive regulation of translation. 

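Fig. 3c names 21 genes among the terms enriched in females. All 21 had higher expression in females, with absolute log2 fold changes from 0.20 to 8.14 and a median of 0.52, and 5 of them passed an FDR of 5% over all genes tested. With the library series as a covariate, chosen after seeing the data, 12 of the 21 passed. Adjusted over these 21 genes alone, all 21 passed, which shows no stability, since the genes are the paper's own calls on these samples. Apart from *Xist*, *Tsix* and *Kdm6a*, these were *Ddx3x* and *Eif2s3x* of the term on translation, both on chromosome X. *Ddx3x*, from 13280970 to 13294052, had 184 ± 17.2 CPM (SD, n = 12) in females and 128 ± 13.1 CPM (SD, n = 6) in males, a log2 fold change of -0.52 (standard error 0.0634, adjusted p of 0.000146 in edgeR's quasi-likelihood test). *Eif2s3x*, from 94188707 to 94212862, had a log2 fold change of -0.59 (standard error 0.0744, adjusted p of 0.000220). Both genes had no overlap between the sexes, and their log2 fold changes were -0.51 and -0.66 within the first library series and -0.54 and -0.53 within the second series. Of the 4 genes named for glycosyl compound metabolism and the 3 named for sensory perception of pain, 0 passed the threshold, and all had an unadjusted p under 0.05. *Acpp*, on chromosome 9 from 104288251 to 104337748, had the largest change of these, a log2 fold change of -3.43 (standard error 1.16, adjusted p of 0.328). F1/proestrus sample 5 had 59.0 CPM of *Acpp*, against 0.333 to 1.80 CPM in the other samples, and without it the log2 fold change was -0.88 with an adjusted p of 0.0784. *Fam19a4*, also called *Tafa4*, had 8.35 CPM in that sample and a log2 fold change of -0.96, which was -0.49 without it.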

Male DEG were enriched for transcripts involved in microglial activity and development, as well as in leukocyte chemotaxis (Fig. 3c). 

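Fig. 3c and the text name 35 genes among the terms and immune genes higher in males, without 1 label of Fig. 3c that is printed incompletely and was left out. All 35 had higher expression in males, with log2 fold changes from 0.20 to 11.28 and a median of 0.60, and 12 passed an FDR of 5% over all genes tested. With the library series as a covariate, chosen after seeing the data, 22 of the 35 passed. Adjusted over the list alone, all 35 passed, which shows no stability, since the list consists of the paper's own calls on these samples. In the term on microglia pathogen phagocytosis 3 of 11 named genes passed, *Mpo*, *Kdm5d* and *Grp*. In the term on leukocyte chemotaxis 1 of 7 passed, *Dpep1*. In the term on glial cell development 3 of 5 passed, *Cntf*, *Ncmap* and *Casq1*. *Dpep1*, on chromosome 8 from 123186242 to 123201812, had 2.76 ± 0.763 CPM (SD, n = 6) in males and 1.12 ± 0.400 CPM (SD, n = 12) in females, a log2 fold change of 1.30 (standard error 0.216, adjusted p of 0.00654 in edgeR's quasi-likelihood test). It had a log2 fold change of 0.99 within the first library series and 1.59 within the second. *Cntf* and *Ncmap*, which are also expressed in Schwann cells, had log2 fold changes of 0.86 (adjusted p of 0.0116) and 0.67 (adjusted p of 0.00654). Within the first library series these were smaller, 0.45 (adjusted p of 0.431) and 0.44 (0.333). Within the second series they were 1.19 and 0.85 (adjusted p of 0.0618 each). With a score of Schwann cell marker genes in the model, to which both contribute, their adjusted p was 0.162 and 0.0614. With the score computed without them, a choice made after seeing the data, it was 0.0777 and 0.0182. Over the alternatives listed in advance, other than leaving out a sample, it ranged from 3.82e-05 to 0.497 for *Cntf* and from 2.06e-05 to 0.507 for *Ncmap*. *Penk* and *Grp*, named under neuropeptide signaling, had 468 ± 62.8 and 12.7 ± 3.49 CPM (SD, n = 6) in males and 302 ± 37.5 and 6.71 ± 1.49 CPM (SD, n = 12) in females, with adjusted p of 0.000449 and 0.00539. *Grp* was higher in F2/metestrus sample 4 than in the other 5 samples of that group. *A830012C17Rik*, on the strand opposite *Penk*, changed by 0.66 on the log2 scale.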

We further used Ingenuity Patway Analysis (IPA) software to interpret the female- and male-enriched genes in the context of biological processes, pathways and networks (Table S2). In line with the Metascape analysis, IPA revealed a significant enrichment of male-DEG involved in the recruitment of leukocytes and recruitment of myeloid cells (Fig. 3d). These genes included macrophages/microglial-associated transcripts such as colony stimulating factor receptor 1 and 2b (*Csf1r*, *Csf2rb*), Interleukin-16 (*Il-16*), as well as genes associated with neutrophil function such as myeloperoxidase (*Mpo*) and lipocalin2 (*Lcn2*). Thus, this analysis further highlights a potentially male-specific spinal neuro-immune regulation of formalin evoked pain, possibly involving microglia, as previously reported^20^, but also neutrophils.

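Of the 6 genes that Fig. 3d and the text name for the recruitment of leukocytes and myeloid cells, all had higher expression in males, and 2 passed an FDR of 5% in the edgeR fit. With the library series as a covariate, chosen after seeing the data, 4 of the 5 immune genes named in the text passed, against 2 without it. In 1 of the 6 genes the values of males and females did not overlap, *Csf1r*. With DESeq2 at default settings all 35 of the male genes counted above had an adjusted p under 0.05. The enrichment itself was not recomputed, since the gene sets of Metascape and IPA are not used here.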

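*Csf1r*, on chromosome 18 of GRCm38 from 61100598 to 61132149, had 147 ± 5.59 CPM (SD, n = 6) in males and 128 ± 6.73 CPM (SD, n = 12) in females. All males lay above all females, with a log2 fold change of 0.20 (standard error 0.0424) and an adjusted p of 0.0548 in edgeR's quasi-likelihood test. *Csf2rb*, on chromosome 15 from 78325752 to 78353847, had 1.33 ± 0.0837 CPM (SD, n = 6) in males and 0.898 ± 0.211 CPM (SD, n = 12) in females, a log2 fold change of 0.57 (standard error 0.140, adjusted p of 0.137). Its paralog *Csf2rb2* changed by 0.88 on the log2 scale. *Il16*, on chromosome 7 from 83642825 to 83745726, had 20.0 ± 2.40 CPM (SD, n = 6) in males and 15.1 ± 2.13 CPM (SD, n = 12) in females, a log2 fold change of 0.41 (standard error 0.0878, adjusted p of 0.0571). *Mpo*, on chromosome 11 from 87793581 to 87804413, had 0.861 ± 0.384 CPM (SD, n = 6) in males and 0.335 ± 0.129 CPM (SD, n = 12) in females, a log2 fold change of 1.37 (standard error 0.250, adjusted p of 0.0161). The log2 fold changes of *Csf1r*, *Csf2rb*, *Il16* and *Mpo* were 0.20, 0.64, 0.29 and 1.90 within the first library series, and 0.18, 0.49, 0.52 and 0.79 within the second. Across the alternatives listed in advance, other than leaving out a sample, the adjusted p of *Csf1r* ranged from 0.00569 to 0.542, of *Csf2rb* from 0.0258 to 0.705, of *Il16* from 0.00650 to 0.678 and of *Mpo* from 0.000221 to 0.230. With the library series as a covariate, chosen after seeing the data, it was 0.0184, 0.0637, 0.0331 and 0.0128 in the same order. The lowest of each range came from DESeq2 with default settings.

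**Figure D3:**
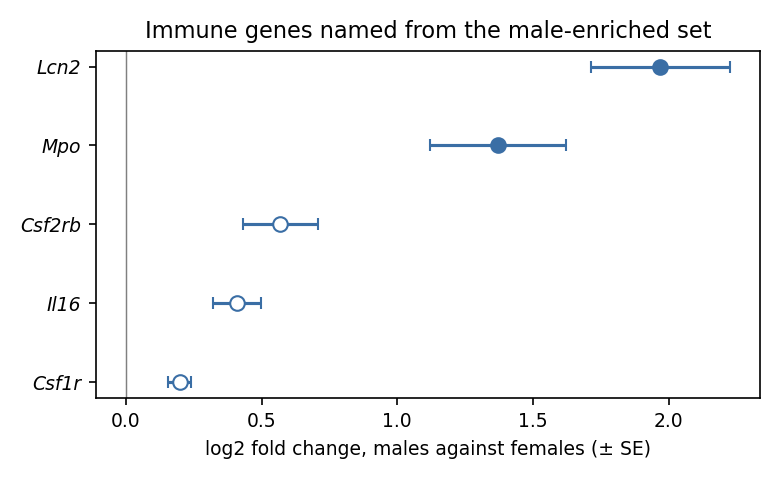
Log2 fold change of males against females for immune genes that the paper names, with bars for the standard error. Filled points had an adjusted p under 0.05 in the edgeR fit. All values are above 0, from 0.20 for *Csf1r* to 1.97 for *Lcn2*.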

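Marker genes of each cell type, listed in advance, were summarized as the mean of their log2 CPM centred on each gene's mean. The score of 22 microglial genes was 0.0980 ± 0.104 (SD, n = 6) in males and -0.0490 ± 0.0834 (SD, n = 12) in females, and 6 of 6 males lay above the female median. The difference of 0.147 had a p of 0.00474 in a two-sided exact permutation test, and 0.0201 after Benjamini-Hochberg adjustment over the 17 scores tested. It was 0.126 (p = 0.0357) within the first library series and 0.168 (p = 0.0119) within the second series, by exact permutation tests of 3 males and 6 females. The score of 15 neutrophil genes was 0.678 ± 0.469 (SD, n = 6) in males and -0.339 ± 0.568 (SD, n = 12) in females, a difference of 1.02 (exact permutation test, p = 0.00102, adjusted p of 0.00855). It was 1.33 (p = 0.0119) within the first series and 0.708 (p = 0.119) within the second series, by exact permutation tests. Against F1/proestrus alone the neutrophil difference was 1.33, and against F2/metestrus alone 0.703, so its size depends on the female group. Over the alternatives listed in advance, other than leaving out a sample, its exact permutation p was at most 0.00649. F1/proestrus scores ran from -1.38 to 0.368 and F2/metestrus scores from -0.277 to 0.271. Without the genes that the paper names, the difference was 0.128 for 19 microglial genes (exact permutation test, p = 0.0142, adjusted p of 0.0401) and 0.916 for 12 neutrophil genes (exact permutation test, p = 0.00673, adjusted p of 0.0229). In the edgeR fit 0 of the 22 microglial genes and 2 of the 15 neutrophil genes passed an FDR of 5%, and 19 and 14 had higher expression in males. At an unadjusted p under 0.05 there were 13 of the 22 and 12 of the 15, and adjusted over each list alone 12 of the 22 and 12 of the 15 passed. From the male DEG in terms on microglia and leukocyte recruitment, the paper proposes that the spinal neuro-immune regulation of formalin-evoked pain is potentially male-specific, with a possible part for microglia and also for neutrophils.

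**Figure D4:**
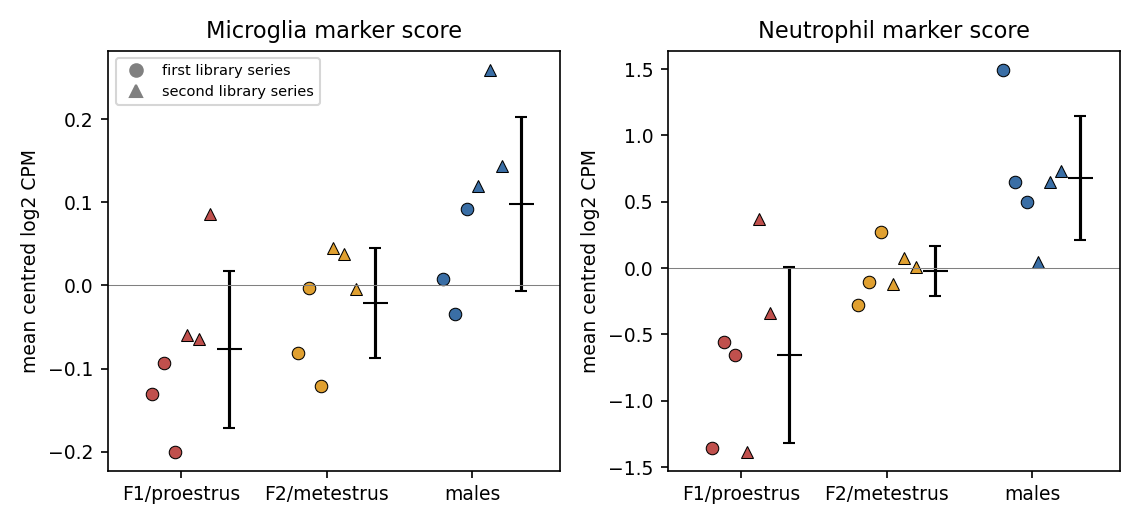
Marker scores of the 18 samples, 1 point per sample, in F1/proestrus, F2/metestrus and males, as the mean of centred log2 CPM. Circles are the first library series, triangles the second series, and bars the mean ± SD. All 6 males had a neutrophil score above the median of the females.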

**Figure 3:**
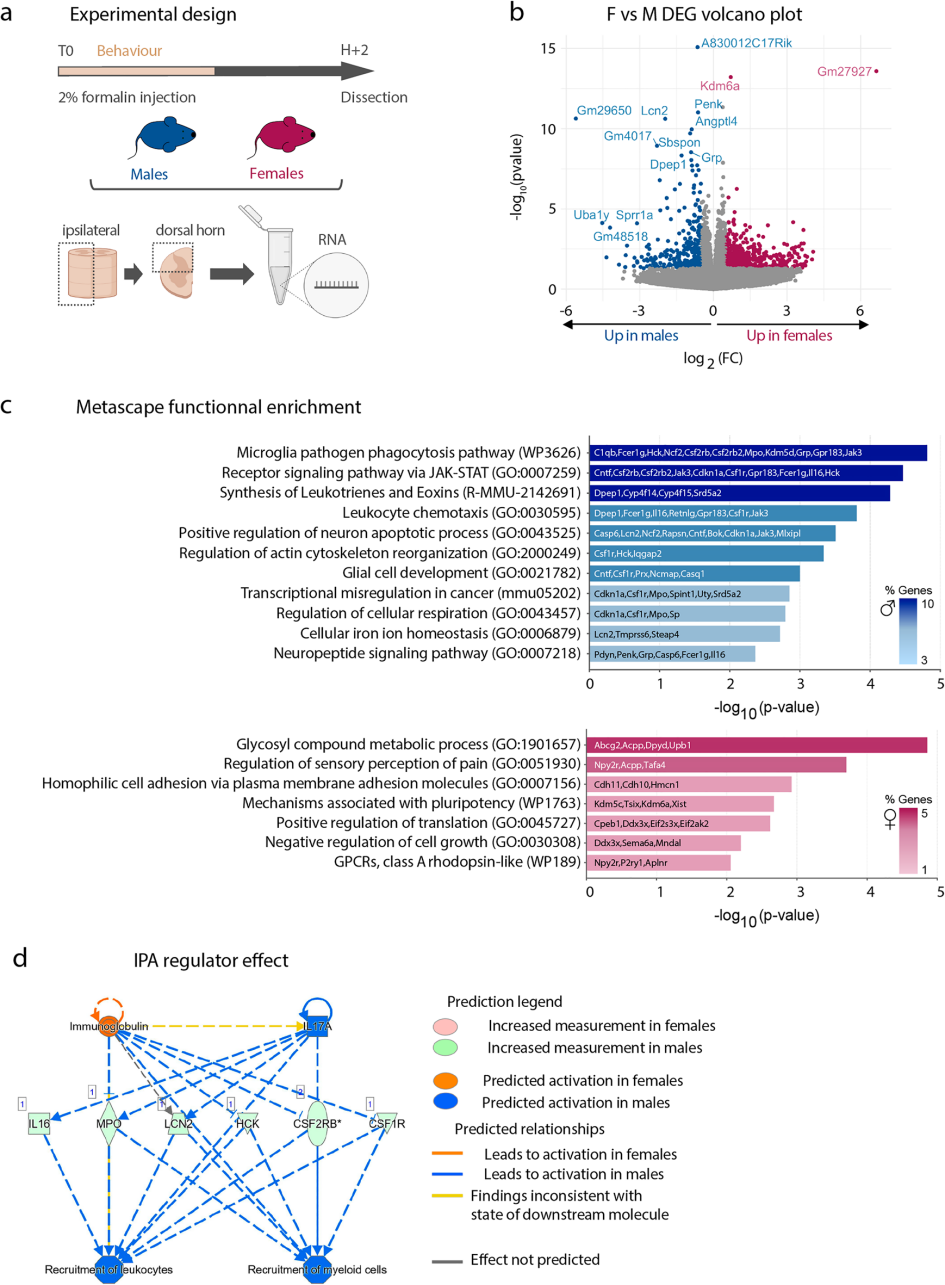
Sex-related transcriptional differences in the ipsilateral DHSC following formalin administration. (**a**) Illustration of the experimental design for RNA-Seq preformed on the dorsal horn of the spinal cord (DHSC) of males (n = 6) and females (n = 12, including n = 6 F1/proestrus and n = 6 F2/metestrus) following formalin injection. (**b**) Volcano-plot representation of the RNA-Seq identified DEG between males and females (FDR5). For a matter of representation, the following DEG were not represented on the volcano plot: *Xist*, *Tsix*, *Gm2223* for females and *Kdm5d*, *Eif2s3y*, *Uty*, *Ddx3y* for males. (**c**) Metascape functional enrichment of transcripts enriched in males and those enriched in females. (**d**) IPA disease and function prediction showing clusters of male-enriched transcripts associated with immune response.

Taken together, our results underscore qualitative sex-related differences in the molecular mechanisms associated with neuronal and neuro-immune regulation in formalin-evoked pain.

### Formalin triggers LCN2-positive neutrophils recruitment to the pia layer of spinal meninges, preferentially in males

Given the growing interest in sex-specific immune regulation of injury-induced pain^7^, we decided to further explore this aspect in our model. In particular, we were intrigued by the fivefold up-regulation of *Lcn2*-encoding transcripts within the ipsilateral DHSC of males as compared to females (Table S1). 

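*Lcn2* lies on the minus strand of chromosome 2 of GRCm38, from 32384633 to 32388252. Its expression was 9.65 ± 5.61 CPM (SD, n = 6) in males and 2.47 ± 0.638 CPM (SD, n = 12) in females. The log2 fold change was 1.97 (standard error 0.255), a 3.92-fold higher expression in males, with an adjusted p of 0.000300 in edgeR's quasi-likelihood test. A two-sided exact permutation test on CPM gave p = 0.000215, which is no separate evidence for a gene named for differing in these samples. The spread between males was large, from 2.61 to 17.7 CPM. Male sample 6, with 2.61 CPM, lay within the range of the females, and the other 5 males lay above all females. Its log2 fold change was 1.69 (adjusted p of 0.000241) within the first library series and 2.18 (adjusted p of 0.145) within the second series. Across the alternatives listed in advance, other than leaving out a sample, the log2 fold change ranged from 1.76 to 2.09 and the adjusted p from 3.86e-08 to 0.0884. The adjusted p was 0.0884 when the males were compared with the F2/metestrus females alone. With each sample left out in turn the log2 fold change ranged from 1.70 to 2.16.

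**Figure D5:**
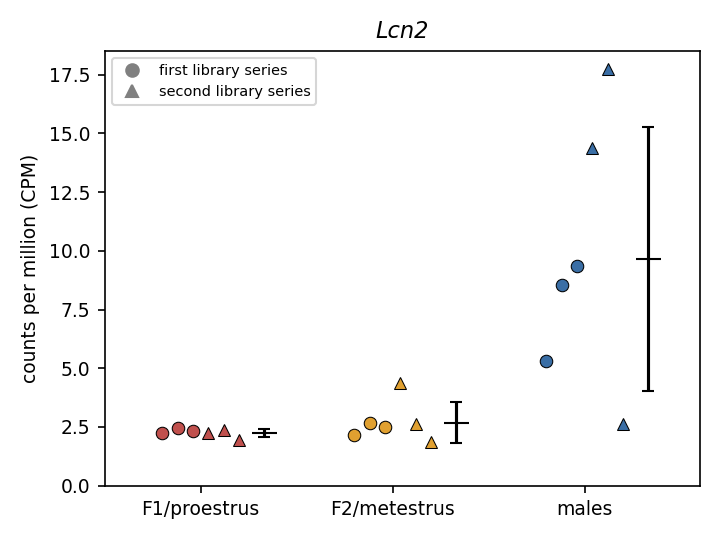
Expression of *Lcn2* in CPM, 1 point per sample, in F1/proestrus, F2/metestrus and males. Circles are the first library series, triangles the second series, and bars the mean ± SD. The males had 2.61 to 17.7 CPM and the females 1.87 to 4.35 CPM.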

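In the females, *Lcn2* expression was 2.26 ± 0.172 CPM (SD, n = 6) in F1/proestrus and 2.69 ± 0.870 CPM (SD, n = 6) in F2/metestrus. The log2 fold change of F2/metestrus against F1/proestrus was 0.25 (standard error 0.168), with an unadjusted p of 0.162 and an adjusted p of 1.00 in edgeR's quasi-likelihood test, and a two-sided exact permutation test on CPM gave p = 0.277. The difference of the means was smaller than the spread in F2/metestrus, where sample 4 had 4.35 CPM. Without that sample the log2 fold change was 0.05. It was 0.05 within the first library series and 0.43 within the second series. Counts were not scaled to transcript length, so values are CPM.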

Of note, *Lcn2* expression levels were not dependent on the estrus cycle, as we did not observe differences in the transcripts per million (TPM) between F1/proestrus and F2/metestrus females (Fig. S2). LCN2, also known as Neutrophil Gelatinase-Associated Lipocalin (NGAL), is an acute phase protein, reported to be up-regulated and secreted by a wide range of cell types (including neutrophils, monocytes, reactive astrocytes, activated microglia, neurons and endothelial cells) in response to tissue insults^27^. LCN2 has been reported to participate to the pathogenesis of neuropathic and inflammatory pain and to contribute to the amplitude of pain in the second phase of the formalin test^28,29^. Importantly, so far, the role of LCN2 in pain was demonstrated in males only, and our RNA-Seq data pointed towards a sex-predominant mode of action of LCN2, at least in the formalin pain model. Consistent with this hypothesis, 2H post formalin administration, *Lcn2* mRNA was significantly up-regulated in males ipsilateral DHSC as compared to naïve condition, while this was not the case for females (Fig. 4a). In addition, we confirmed that there were no significant changes in *Lcn2* expression levels across the estrus cycle in formalin-injected females, although we observed higher variability in estrus females (Fig. S2). Therefore, all the following experiments were carried on free-cycling females. To determine the identity of the cell types in which such up-regulation occurred, we performed immunolabelling of male spinal cord transversal sections harvested 2H post-formalin. Our results showed that in the DHSC, LCN2 expression occurred in small round cells that were located in CD31^+^ blood vessels, likely irrigating the pia mater of spinal meninges (Fig. S3). Further immunostaining on floating DHSC whole tissue confirmed an increase in the number of these small round LCN2-expressing cells in male, but not female pia mater, that was observed at 2H post-formalin (Fig. 4b). Because, given their shape and size we thought that these LCN2-expressing cells belonged to the immune compartment, we used flow cytometry to gain insight in their identity. We first showed that we could use intracellular staining to accurately detect LCN2-expressing cells with flow cytometry (Fig. S4). We next performed flow cytometry analysis of cell suspensions obtained from the pia mater, dura mater and ipsilateral L3-L5 segments of the SC of both males and females either naive or 2H post-formalin. In all these tissues, the vast majority of LCN2^+^ cells were also positive for leucocyte-marker CD45, confirming that these are immune cells (Fig. S4). Formalin injected males exhibited a significant increase in the percentage CD45^+^LCN2^+^ cells as compared to naïve animals, in the pia mater only (Fig. 4c). Among these CD45^+^LCN2^+^ cells, 96.94 ± 1.08 were CD11b^+^CD3^−^ and the vast majority of them co-expressed Ly6G, demonstrating that they are neutrophils (Fig. 4d). Additionally, the percentage of neutrophils in male pia mater was significantly increased following formalin, and the vast majority of them expressed LCN2 (Fig. S5). The remaining CD45^+^LCN2^+^CD11b^+^CD3^−^Ly6G^−^ ones expressed Ly6C, showing that they belong to monocytic lineage (Fig. 4d). Importantly, formalin did not induce the above-described increase in the percentage of CD45.2^+^LCN2^+^ cells or neutrophils in any of the female tissues analyzed, including pia mater (Figs. 4c,d and S5). Together, these results demonstrate an un-anticipated male-preponderant recruitment of LCN2-expressing neutrophils in the pia mater of the spinal meninges, in response to formalin-evoked pain.

**Figure 4:**
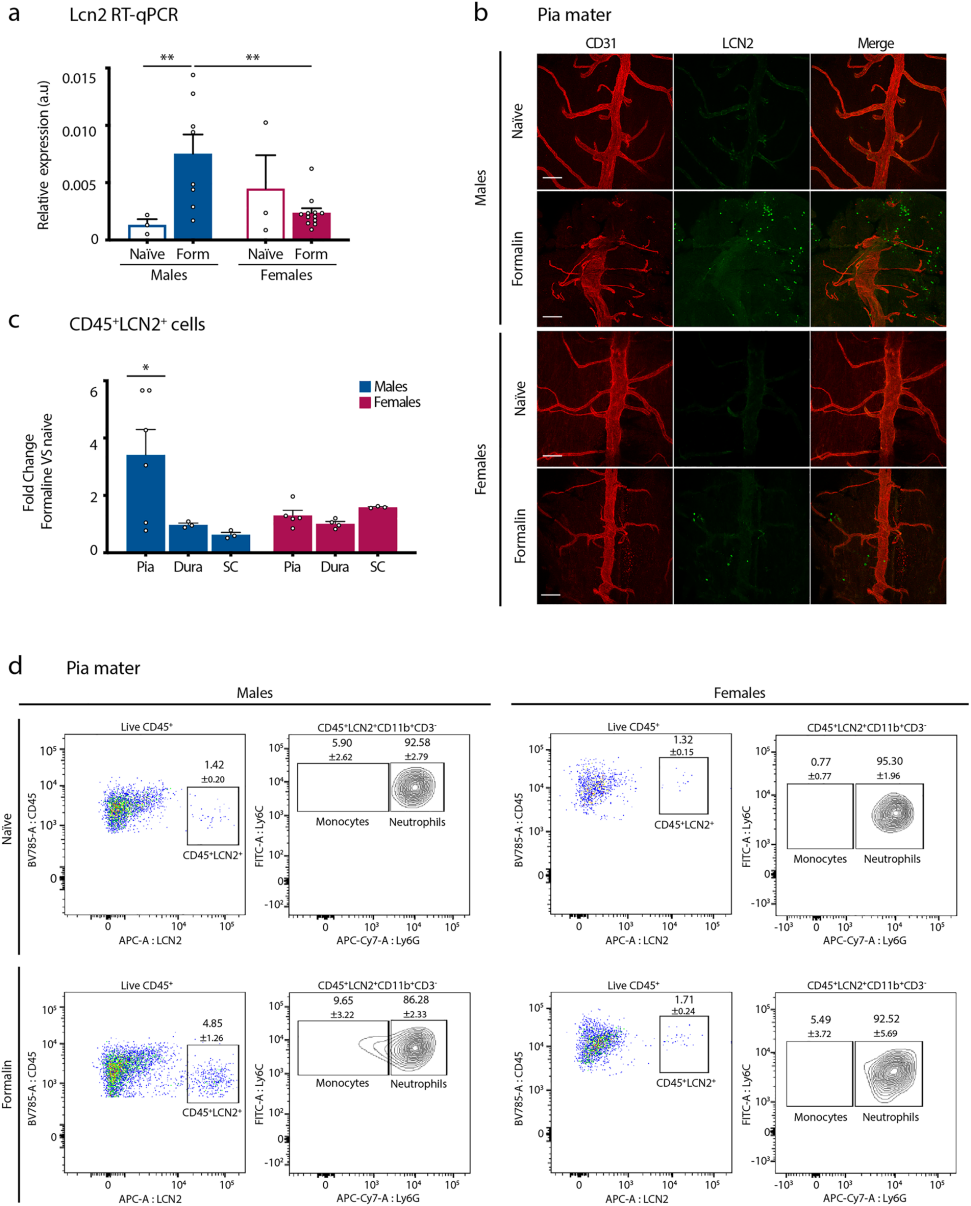
Formalin triggers LCN2-positive neutrophils infiltration in the pia layer of spinal meninges, preferentially in males. (**a**) RT-qPCR analysis of *Lcn2* expression levels in the ipsilateral DHSC of naïve males (n = 3) and free-cycling females (n = 3) and formalin-injected males (n = 8) and free-cycling females (n = 12). Data are presented as mean of relative expression normalized to β-actin and expressed in arbitrary units (a.u) ± SEM. (**p < 0.01). (**b**) Whole-mount immunostaining on L3-L5 segments of the DHSC with anti-CD31 (red) and anti-LCN2 (green) antibodies, of naïve and formalin-injected males and free-cycling females. The tissue is oriented to allow visualization of the dorsal pia mater. Representative of 2 to 3 independent experiments. Scale bars: 100 µm. (**c**) Fold change between formalin and naive conditions of the percentages of CD45^+^LCN2^+^ cells in the pia and dura maters and in the ipsilateral SC in males and in free-cycling females, naïve and 2H after formalin injection. Data are expressed as mean ± SEM calculated from 3 to 6 independent samples. (*p < 0.05). (**d**) Flow cytometry analysis of CD45^+^LCN2^+^ cells in the pia mater of naive and formalin-injected males and free-cycling females. From left to right are shown: the percentages of CD45^+^ LCN2^+^ cells within live CD45^+^ cells, the percentages of Ly6C^+^Ly6G^+^ (LCN2^+^ neutrophils) and Ly6C^+^Ly6G^-^ (LCN2^+^ monocytes) in the CD45^+^LCN2^+^CD11b^+^CD3^-^ gate. Data are expressed as mean ± SEM.

## Discussion

In this study we report sex and estrus-cycle related differences in behavioral response to formalin-evoked pain. We also highlight that formalin-evoked pain is accompanied by sex-related differential gene expression in the DHSC, marked by a male-preponderant enrichment in genes participating to the neuro-immune modulation of pain. Finally, we show that formalin injection promotes the recruitment of LCN2-expressing neutrophils in the pia mater of spinal leptomeninges, preferentially in males. Sex differences in formalin-evoked pain have been documented in both rats and mice, with females exhibiting increased pain behavior as compared to males^10–13,17^. In our study, we did not observe such differences in the amplitude of formalin-evoked pain behavior when we compared the group of male mice with free-cycling females (Fig. 1c). Our data include unusual high numbers of individuals per sex (24 males and 53 females), thus we are confident of the power of our statistical analysis. Differences with what previously reported are very likely to be explained by our experimental setting^21^. What was striking in our study, was that female mice displayed two different types of behaviors in response to formalin, marked by significant differences in the duration of the interphase: F1 females had a short-lasting interphase, while F2 females exhibited a much longer lasting interphase (Fig. 1d–f). We further showed that the duration of the interphase in females was influenced by the stage of females’ estrus cycle, rather than by the transcriptional content of the DHSC (Figs. 2 and S1). The fluctuations in female steroid hormones across the estrus cycle have been reported to influence behavior, including pain^8,22,30,31^. However, it is still unclear to what extent cycling sex hormones influence the sensitivity to experimental pain in both humans and rodents^12,32–35^. Several studies report that in female rats, nociceptive sensitivity is increased during proestrus and is reduced during metestrus/diestrus^8,31,34,36,37^. Moreover, pain symptoms in women with chronic pain change with the fluctuations of gonadal hormones across the menstrual cycle^1,3,38^. Regarding formalin-evoked pain, Kim et al., and Vincler et al., reported that the estrus cycle does not influence the amplitude of formalin-evoked pain in the first and in the second phase of the test, respectively in mice and rats^12,35^. However, studies on ovariectomized female rats have shown that both estrogens and progesterone regulate the intensity of formalin-evoked pain^17,39^. We found striking differences in the duration of the interphase of the formalin test amongst females, with females in proestrus and in metestrus exhibiting respectively a short and a long-lasting interphase (Fig. 2b). Importantly, neither Kim and colleagues, nor Vincler and colleagues have evaluated the pain behaviors during the interphase^12,35^. Thus, our findings suggest that cycling female hormones regulate the duration of the interphase of the formalin test (Fig. 2b). The interphase of the formalin test represents the recruitment of spinal endogenous inhibition^16,40^. One important regulator of the interphase of the formalin test is the ionotropic gamma aminobutyric acid (GABA)-ergic system^40^. Our data suggest that the low estradiol levels and the rising levels of progesterone that characterize females in metestrus potentiate the endogenous spinal inhibition recruited during the interphase. Consistent with this hypothesis, the progesterone metabolite derivate allopregnanolone has been shown to be a potent positive allosteric modulator of spinal ionotropic GABAergic receptors^41^ and systemic administration of allopregnanolone reduced formalin-evoked pain in rats^42^.

The other finding of this study is that there are significant differences in the transcriptional content of the DHSC in formalin-exposed males and females (Fig. 3). One of the most striking difference is underlined by an over-representation of transcripts involved in microglia activity and the recruitment of immune cells, in males (Fig. 3c,d). We acknowledge that our experimental design does not include naive controls, thus the sets of DEG identified here contain both transcripts that are differentially expressed at steady-state and in response to formalin injection. Recent studies demonstrate fundamental sex differences in neuro-immune interactions in the spinal cord, in particular regarding the contribution of spinal microglia to pathological pain^7^. It has been shown that spinal microglia contribute more prominently in males than in females to inflammatory pain and to chronic neuropathic pain^43–45^. Most recent reports based on single-cell RNA-Seq analysis of spinal microglia demonstrate a robust inflammatory response predominantly in male microglia at early time-points post-neuropathic injury^46^. Hence, our RNA-Seq data, even if performed on total DHSC tissue, which contains several cell types, support a predominant activation of microglia in formalin-injected males (Fig. 3c). Consistently, pharmacological inhibition of spinal microglia has a more pronounced effect in decreasing formalin-evoked pain in males as compared to females^20^.

Finally, our data indicate that formalin promotes the recruitment of LCN2-expressing neutrophils in spinal leptomeninges, preferentially in males as compared to females (Fig. 4). Meninges of the central nervous system harbor very diverse subsets of immune cells, which impact on its function both in physiological and pathological conditions^47^. The contribution of spinal meningeal immune system to distinct pain conditions is currently emerging^48,49^. Here, we report for the first time a sex-dependent recruitment of LCN2^+^ neutrophils in spinal leptomeninges in the formalin pain model (Fig. 4b–d). Neutrophils are the most abundant circulating immune cell types in the blood, rapidly recruited at inflammatory sites. Neutrophils are a heterogenous pool of immune cells, as they exist in various maturation states, and LCN2 is preferentially expressed in immature neutrophils^50,51^. Sex differences in neutrophil biology have been acknowledged in both humans and mice^51–53^. Neutrophils from reproductive-aged males are more immature than their female counterparts^51,52^ and female mice recruit fewer neutrophils upon detection of an inflammatory stimulus^53^. Consistent with this, we did not observe that formalin induced an increase in the total population of neutrophils (LCN2^+^ or LCN2^−^) in either of the female tissues analyzed (Fig. S4). Thus, our data fit in this immunological literature which shows that even if neutrophils are in a more immature state, they are more abundantly recruited at inflammatory sites, in males. With respect to its function in pain biology, LCN2 participates to pain amplification in inflammatory (including formalin pain) and neuropathic pain models, via both peripheral and spinal mechanisms^28,29,54^. LCN2 receptor is widely expressed in spinal microglia and astrocytes^27^ in which it induces inflammatory cytokine expression. On this basis and on the basis of our data, we propose that LCN2 release from pia neutrophils may contribute to formalin-evoked spinal sensitization mechanisms, preferentially in males.

In conclusion, our data consolidate the contribution of female estrus cycle to pain perception and provide evidence supporting a sex-specific immune regulation of formalin-evoked pain.

## Materials and methods

### Mice

C57BL/6J males and females were purchased from Janvier Labs. Mice were maintained under standard housing conditions (22 °C, 40% humidity, 12 h light cycles, and free access to food and water). All experiments were conducted on adult mice (8 to 12 weeks). Special effort was made to minimize the number as well as the stress and suffering of mice used in this study.

### Ethics declaration

The authors confirm that all experimental protocols were approved by the French Ministry of Research and Innovation (APAFIS 2021062313194207-V1 #30046). All methods were carried out in accordance with European Union recommendations for animal experimentation (EU0221). The authors confirm that all experimental procedures were accordance with ARRIVE guidelines.

### Formalin test

Animals were habituated to the experimenter before performing the test. Formalin solution was prepared at 2%, by diluting the 37% formaldehyde stock solution (Fischer Scientific) in phosphate buffer saline (PBS) 1X. Mice were placed individually into Plexiglas chambers, allowed to habituate to the testing environment for 30 min. Mice were weighted and formalin solution was injected subcutaneously in the plantar surface of the left hind paw, at a volume of 8 µL/20 g. The animals were immediately placed individually in observation chambers and then monitored for pain behavior (shaking, licking and biting of the injected paw) for 60 min. The cumulative pain behavior was counted in seconds, per 5 min intervals.

### K-means clustering

The time course of the behavioral response to formalin injection of each mice were partitioned into two clusters per sex using k-means algorithm to reduce data dimensionality. The k-means algorithm treats each single time course segment as a point in 13-dimensional space and groups data into k mutually exclusive clusters by minimizing the centroid distance of observations within clusters and maximizing the distance between clusters.

### Determination of estrus cycle

Right after the formalin test, females’ estrus cycle was determined by gentle repetitive vaginal injection and aspiration of 10 µL distilled water, to collect cells from vaginal wall. Vaginal fluid was deposited on glass slides, allowed to dry and then stained with Crystal Violet (1 min, followed by 2 washes of 2 min each, in water), as previously^55^. Vaginal smears were examined under light microscopy and the types and proportions of the cells present was identified, allowing to determine the stage of the estrus cycle.

### RNA-extraction

Mice were deeply anesthetized with a mix of ketamine/xylazine, L3 to L5 spinal segments were rapidly extracted, the ipsilateral dorsal horn was dissected and RNA was extracted by using RNeasy Micro Kit (Quiagen), according to manufacturer's instructions. For quality control, RNAs were loaded on an RNA PicoChip (Agilent) and processed with 2100 Bioanalyzer system (Agilent technology). High quality RNA (RIN ≥ 9) was used for RNA-Seq and q-RT-PCR.

### RNA-Seq

RNA-Seq was performed on RNA from ipsilateral DHSC of males (n = 6), F1/proestrus (n = 6) and F2/metestrus (n = 6) females, at 2H following formalin injection. RNA-seq libraries were prepared using the TruSeq RNA Sample Preparation Kit (Illumina). All libraries were validated for concentration and fragment size using Agilent DNA1000 chips. Sequencing was performed on a HiSeq 2000 (Illumina), base calling performed using RTA (Illumina) and quality control performed using FastQC (FASTQC, 2010) and RSeQC^56^. Sequences were uniquely mapped to the mm10 genome using Subread (C version 1.4.6-p2) using default values. Reads mapping to gene exons (GRCm38.p4 gene assembly) were counted using featureCounts^57^ (C version 1.4.6-p2). Differential gene expression was performed using exon counts from biological replicates using the DESeq2 BioConductor R package^58^, using a 5% false discovery rate (FDR) cutoff.

### qRT-PCR

RNA obtained from each sample was converted into cDNA using Superscript III Reverse Transcriptase (Invitrogen). Gene expression was assessed by quantitative PCR (qPCR), using qPCR Sybr-Green master mix (ThermoFisher). Samples were run for 40 cycles on a StepOne qPCR apparatus (Applied Biosystems). The relative quantity of transcript encoding each gene was determined by normalization to β-actin using the standard ΔCt method. The following primers were used:

- Lcn2-Fw: ACAACCAGTTCGCCATGGTAT
- Lcn2-Rse: GCTCCTTGGTTCTTCCATACAG
- b-actin-Fw: ACTGTCGAGTCGCGTCCA
- b-actin-Rse: TCGTCATCCATGGCGAACTG

### Immunostaining

#### Immunostaining on transverse SC sections

Mice were deeply anesthetized with a mix of ketamine/xylazine and then transcardially perfused with an ice-cold solution of paraformaldehyde 4% diluted in PBS 1X (4% PFA). Tissues were further fixed for 24 h in ice-cold 4% PFA. Specimens were transferred into a 30% (w/v) sucrose solution for cryoprotection before being frozen in OCT mounting medium.18–20 µm transversal SC cryosections were obtained using a standard cryostat (Leica). For immunostaining, sections were incubated for 1 h at room temperature (RT) with Blocking Buffer (BB) containing PBS 1X supplemented with 10% (vol/vol) donkey serum (Sigma), 3% (weight/vol) bovine albumin (Sigma)—0.4% (vol/vol) Triton X-100, for saturation, then and incubated overnight at 4 °C with primary antibodies diluted in BB. Primary antibodies used in this study are as follows: goat-anti LCN2 (AF1857-SP, R&D systems) and rat anti-CD31 (553370, BD Pharmingen). After three washes with PBS1X of 5 min each, sections were incubated for 1 h at RT with donkey anti-rat and anti-goat respectively coupled with Alexa 488 and Alexa 555 fluorophores (Invitrogen or Molecular probe antibodies), diluted in BB. Tissues were washed (3 times in PBS1X) before being mounted with ImmuMount Reagent.

Image acquisition was performed using AxioImager Z1 (Zeiss) fluorescence microscope and contrast was adjusted using Fiji software.

#### Whole-mount floating immunostaining

Mice were deeply anesthetized with a mix of ketamine/xylazine and then L3 to L5 SC segments were rapidly dissected. Special care was provided to dissect out the arachnoid mater. The dorsal part was further dissected longitudinally and immediately placed in ice-cold PFA4% for an overnight fixation at 4 °C. Tissues were washed with PBS 1X and then saturated with BB for 1 h at room temperature, prior to incubation with goat-anti LCN2 and rat anti-CD31 primary antibodies (2 to 3 h at room temperature). After 3 washings with PBS 1X, of 5 min each, tissues were incubated for 1 h at room temperature with donkey anti-rat and anti-goat respectively coupled with Alexa 488 and Alexa 555 fluorophores. Tissues were washed (3 times in PBS1X) before being mounted on glass slides, the dorsal part containing the pia mater facing upwards, with ImmuMount Reagent.

Image acquisition was performed using LSM-780 confocal microscope (Zeiss) and images were analyzed using Fiji software.

### Flow cytometry

Mice were lethally anesthetized using a mixture of xylazine and ketamine and vertebral column corresponding to the spinal L3–L5 segments was extracted and placed in ice-cold RPMI for further processing. SC was carefully removed from the vertebral column, as well as the dura mater of the spinal meninges. The dorsal and ventral roots of SC were carefully cut-out and the pia mater was separated from the SC. In formalin-injected subjects, ipsilateral SC was harvested and cut into small pieces before being digested using a mixture of collagenase D (2 mg/ml, Roche), DNAseI (50 µg/ml, Roche), diluted in RPMI medium (Gibco), for 1 h at 37 °C. Pia and dura maters underwent the same enzymatic digestion protocol. At the end of the enzymatic digestion, tissues were immediately placed on ice, supplemented with RPMI + 10%FCS and triturated using 21-G needles-equipped syringes. The resulting cell suspensions were filtered on 100 µm filters, washed with RPMI + 10%FCS and centrifugated at 1500 rpm, 4 °C, for 7 min. SC pellets were resuspended in an isotonic 40% Percoll solution, diluted with RPMI and overlaid onto a 80% Percoll solution. Following centrifugation at 2800 rpm, for 30 min at room-temperature, the ring of cells at the 40–80 interface was collected and washed with RPMI + 10% FCS. SC, pia and dura mater pellets were homogenized in FACS buffer (PBS1X supplemented with 5% FCS and 2 mM EDTA, Gibco) and processed for immunostaining. Cell suspensions from brain tissue, prepared using the same protocol as for SC, were included as control.

Cell surface immunostaining was performed as follows: cells were incubated with Mouse BD Fc Block™ (clone 2.4G2, BD bioscience), for 15 min on ice, then they were stained with a mix of fluorophores-labelled antibodies, for 30 min on ice. After washing with FACS buffer, then with PBS1X, death cells were stained using LIVE/DEAD™ Fixable Aquadead Cell Stain Kit for 405 nm excitation (Invitrogen) for 20 min on ice, according to manufacturer’s instructions, then they were fixed and permeabilized using BD Cytofix/Cytoperm Kit (BD bioscience) and were further subjected to intracellular LCN2 staining. Cells were incubated with uncoupled polyclonal goat anti-LCN2 antibodies (AF1857-SP, R&D systems) diluted in Perm-Wash solution (BD), overnight at 4 °C prior to being stained with donkey anti-goat Alexa 647 coupled secondary antibodies (30 min, on ice). Both goat serum and secondary antibody alone performed on brain mononuclear cell suspensions were used as controls for LCN2 intracellular staining. Stained cells were analyzed on a LSRII-UV flow cytometer (BD bioscience) and Diva (BD bioscience) and FlowJo software were used for data analysis.

The antibody cell surface mix contained: Ly6C-FITC (clone AL-21, BD bioscience), NK1.1-PE (clone PK136, BD bioscience), CD3e-PECy5 (clone 145-2C11, BD bioscience), F4/80-PE-CF584 (clone T45-2342, BD bioscience), Ly6G-APC-Cy7 (clone1A8, Biolegend), CX3CR1-BV421 (clone SA011F11, Biolegend), CD11b-BV510 (clone M1/70, BD bioscience) and CD45.2-BV785 (clone 3-F-11, Biolegend).

### Statistical analysis

The number of tested animals is indicated in the figure legends section.

The Shapiro–Wilk test was used to assess data normality. Statistical significance was set to p < 0.05 and assessed using two-way ANOVA followed by Bonferroni's multiple comparisons test (for formalin time course), or multiple unpaired t-test using the Sidak-Bonferroni method (for formalin cumulative time, interphase duration, RT-qPCR data and flow cytometry Fold Change). Statistical analyses were performed with GraphPad Prism 9.0 (GraphPad Software, Inc., San Diego, CA).

## Supplementary Information

Supplementary Information.

## Data Availability

All high throughput sequencing data have been deposited with the Gene Expression Ombudsman (GEO) and are available under the accession number GSE226443.

## References

[1] Riley JL, Robinson ME, Wise EA, Myers CD, Fillingim RB (1998). Sex differences in the perception of noxious experimental stimuli: A meta-analysis. Pain.

[2] Mogil JS (2012). Sex differences in pain and pain inhibition: Multiple explanations of a controversial phenomenon. Nat. Rev. Neurosci..

[3] Fillingim RB, King CD, Ribeiro-Dasilva MC, Rahim-Williams B, Riley JL (2009). Sex, gender, and pain: A review of recent clinical and experimental findings. J. Pain.

[4] Unruh AM (1996). Gender variations in clinical pain experience. Pain.

[5] LeResche L, Mancl LA, Drangsholt MT, Saunders K, Korff MV (2005). Relationship of pain and symptoms to pubertal development in adolescents. Pain.

[6] Lenert ME, Avona A, Garner KM, Barron LR, Burton MD (2021). Sensory neurons, neuroimmunity, and pain modulation by sex hormones. Endocrinology.

[7] Mogil JS (2020). Qualitative sex differences in pain processing: Emerging evidence of a biased literature. Nat. Rev. Neurosci..

[8] Bradshaw H, Miller J, Ling Q, Malsnee K, Ruda MA (2000). Sex differences and phases of the estrous cycle alter the response of spinal cord dynorphin neurons to peripheral inflammation and hyperalgesia. Pain.

[9] Vacca V (2014). Higher pain perception and lack of recovery from neuropathic pain in females: A behavioural, immunohistochemical, and proteomic investigation on sex-related differences in mice. Pain.

[10] Aloisi AM, Albonetti ME, Carli G (1994). Sex differences in the behavioural response to persistent pain in rats. Neurosci. Lett..

[11] Gaumond I, Arsenault P, Marchand S (2002). The role of sex hormones on formalin-induced nociceptive responses. Brain Res..

[12] Kim SJ, Calejesan AA, Li P, Wei F, Zhuo M (1999). Sex differences in late behavioral response to subcutaneous formalin injection in mice. Brain Res..

[13] Hagiwara H (2021). Sex differences in pain-induced modulation of corticotropin-releasing hormone neurons in the dorsolateral part of the stria terminalis in mice. Brain Res..

[14] Dubuisson D, Dennis SG (1977). The formalin test: A quantitative study of the analgesic effects of morphine, meperidine, and brain stem stimulation in rats and cats. Pain.

[15] Tjølsen A, Berge O-G, Hunskaar S, Rosland JH, Hole K (1992). The formalin test: An evaluation of the method. Pain.

[16] Henry JL, Yashpal K, Pitcher GM, Coderre TJ (1999). Physiological evidence that the ‘interphase’ in the formalin test is due to active inhibition. Pain.

[17] Gaumond I, Arsenault P, Marchand S (2005). Specificity of female and male sex hormones on excitatory and inhibitory phases of formalin-induced nociceptive responses. Brain Res..

[18] Nazarian A, Tenayuca JM, Almasarweh F, Armendariz A, Are D (2014). Sex differences in formalin-evoked primary afferent release of substance P: Sex differences in substance P release. Eur. J. Pain.

[19] Gaumond I, Spooner M-F, Marchand S (2007). Sex differences in opioid-mediated pain inhibitory mechanisms during the interphase in the formalin test. Neuroscience.

[20] Chen G, Luo X, Qadri MY, Berta T, Ji R-R (2018). Sex-dependent glial signaling in pathological pain: Distinct roles of spinal microglia and astrocytes. Neurosci. Bull..

[21] Bohic M (2020). Loss of bhlha9 impairs thermotaxis and formalin-evoked pain in a sexually dimorphic manner. Cell Rep..

[22] Jaric I, Rocks D, Greally JM, Suzuki M, Kundakovic M (2019). Chromatin organization in the female mouse brain fluctuates across the oestrous cycle. Nat. Commun..

[23] Bergsagel PL, Timblin CR, Kozak CA, Kuehl WM (1994). Sequence and expression of murine cDNAs encoding Xlr3a and Xlr3b, defining a new X-linked lymphocyte-regulated Xlr gene subfamily. Gene.

[24] Kim B-H (2011). A family of IFN-γ–inducible 65-kD GTPases protects against bacterial infection. Science.

[25] Taves S (2016). Spinal inhibition of p38 MAP kinase reduces inflammatory and neuropathic pain in male but not female mice: Sex-dependent microglial signaling in the spinal cord. Brain. Behav. Immun..

[26] Zhou Y (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[27] Jha MK (2015). Diverse functional roles of lipocalin-2 in the central nervous system. Neurosci. Biobehav. Rev..

[28] Jeon S (2013). Role of lipocalin-2-chemokine axis in the development of neuropathic pain following peripheral nerve injury. J. Biol. Chem..

[29] Jha MK (2014). The pivotal role played by lipocalin-2 in chronic inflammatory pain. Exp. Neurol..

[30] Kaur S (2018). Sex differences and estrous cycle effects of peripheral serotonin-evoked rodent pain behaviors. Neuroscience.

[31] Kayser V, Berkley KJ, Keita H, Gautron M, Guilbaud G (1996). Estrous and sex variations in vocalization thresholds to hindpaw and tail pressure stimulation in the rat. Brain Res..

[32] Klatzkin RR, Mechlin B, Girdler SS (2010). Menstrual cycle phase does not influence gender differences in experimental pain sensitivity. Eur. J. Pain.

[33] Iacovides S, Avidon I, Baker FC (2015). Does pain vary across the menstrual cycle? A review. Eur. J. Pain.

[34] Martínez-Gómez M, Cruz Y, Salas M, Hudson R, Pacheco P (1994). Assessing pain threshold in the rat: Changes with estrus and time of day. Physiol. Behav..

[35] Vincler M, Maixner W, Vierck CJ, Light AR (2001). Estrous cycle modulation of nociceptive behaviors elicited by electrical stimulation and formalin. Pharmacol. Biochem. Behav..

[36] Drury RA, Gold RM (1978). Differential Effects of Ovarian Hormones on Reactivity to Electric Footshock in the Rat. Physiol. Behav..

[37] Leer MN, Bradbury A, Maloney JC, Stewart CN (1988). Elevated shock threshold in sexually receptive female rats. Physiol. Behav..

[38] Hassan S, Muere A, Einstein G (2014). Ovarian hormones and chronic pain: A comprehensive review. Pain.

[39] Kuba T (2006). Estradiol and progesterone differentially regulate formalin-induced nociception in ovariectomized female rats. Horm. Behav..

[40] Kaneko M, Hammond DL (1997). Role of spinal gamma-aminobutyric acidA receptors in formalin-induced nociception in the rat. J. Pharmacol. Exp. Ther..

[41] Poisbeau P (2005). Inflammatory pain upregulates spinal inhibition via endogenous neurosteroid production. J. Neurosci..

[42] Ocvirk R, Pearson Murphy BE, Franklin KBJ, Abbott FV (2008). Antinociceptive profile of ring A-reduced progesterone metabolites in the formalin test. Pain.

[43] Paige C, Maruthy GB, Mejia G, Dussor G, Price T (2018). Spinal inhibition of P2XR or p38 signaling disrupts hyperalgesic priming in male, but not female, mice. Neuroscience.

[44] Sorge RE (2015). Different immune cells mediate mechanical pain hypersensitivity in male and female mice. Nat. Neurosci..

[45] Mapplebeck JCS (2018). Microglial P2X4R-evoked pain hypersensitivity is sexually dimorphic in rats. Pain.

[46] Tansley S (2022). Single-cell RNA sequencing reveals time- and sex-specific responses of mouse spinal cord microglia to peripheral nerve injury and links ApoE to chronic pain. Nat. Commun..

[47] Alves de Lima K, Rustenhoven J, Kipnis J (2020). Meningeal Immunity and Its Function in Maintenance of the Central Nervous System in Health and Disease. Annu. Rev. Immunol..

[48] Kuhn JA (2021). Regulatory T-cells inhibit microglia-induced pain hypersensitivity in female mice. Elife.

[49] Maganin AGM (2022). Meningeal dendritic cells drive neuropathic pain through elevation of the kynurenine metabolic pathway in mice. J. Clin. Investig..

[50] Evrard M (2018). Developmental analysis of bone marrow neutrophils reveals populations specialized in expansion, trafficking, and effector functions. Immunity.

[51] Gupta S (2020). Sex differences in neutrophil biology modulate response to type I interferons and immunometabolism. Proc. Natl. Acad. Sci..

[52] Blazkova J (2017). Multicenter systems analysis of human blood reveals immature neutrophils in males and during pregnancy. J. Immunol..

[53] Kay E, Gomez-Garcia L, Woodfin A, Scotland RS, Whiteford JR (2015). Sexual dimorphisms in leukocyte trafficking in a mouse peritonitis model. J. Leukoc. Biol..

[54] Jha MK, Jeon S, Jin M, Lee W-H, Suk K (2013). Acute phase protein lipocalin-2 is associated with formalin-induced nociception and pathological pain. Immune Netw..

[55] McLean AC, Valenzuela N, Fai S, Bennett SAL (2012). Performing vaginal lavage, crystal violet staining, and vaginal cytological evaluation for mouse estrous cycle staging identification. J. Vis. Exp..

[56] Wang L, Wang S, Li W (2012). RSeQC: Quality control of RNA-seq experiments. Bioinformatics.

[57] Liao Y, Smyth GK, Shi W (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[58] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

How the deposited data were processed for this re-analysis (not part of the article)

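RNA-sequencing values were examined for 18 ipsilateral DHSC samples, taken 2 h after injection of 8 µl of 2% formalin per 20 g of body weight, from 6 males, 6 F1/proestrus females and 6 F2/metestrus females. The authors deposited a table of raw counts for 55573 Ensembl genes, made by unique mapping of the reads to mm10 with Subread and counting on exons with featureCounts, with no normalization. Whether the counting used the strand, and how reads over several genes were handled, is not stated. The authors also deposited a table of values computed with DESeq2 for a single comparison. For the mean signal of each gene, the authors averaged counts divided by DESeq2's size factors, and the log2 fold changes that the authors deposited come from DESeq2's model. The deposited table further holds the standard error and the Wald statistic, both used as scores, and a p-value with its Benjamini-Hochberg adjustment. Its comparison was identified from its values as F2/metestrus against F1/proestrus. The table of the comparison between the sexes and the enrichment results of the paper are not used here.

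Genes were placed by GENCODE vM21 on GRCm38, which held 55394 of the 55573 gene IDs. Total counts ranged from 73590509 to 125724156 per sample, and the 10 genes with the most counts took 5.20% to 5.94% of a sample's total. At this depth 3 counts corresponded to 0.0244 to 0.0399 CPM. A fold change is not given against a group in which all samples had at most 3 counts. The library numbers in the header of the count table form 2 series, 27 to 35 and 188 to 196, each with 3 samples of every group. The series were noticed in the data, and every use of them was chosen after seeing the data.

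The gene tests used edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count of 10, minimum total of 15), normalized with TMM, and tested with the quasi-likelihood test and Benjamini-Hochberg adjustment at an FDR of 5%. The methods of the paper name DESeq2, which was run as an alternative (version 1.42.0). In what is called its default settings here, independent filtering was set to the FDR of 5%, and the rest was left as supplied. F2/metestrus was compared with F1/proestrus in a fit of the 12 females, and males with all 12 females in a fit of the 18 samples. Marker scores are the mean over a gene list of log2 CPM (prior count of 2), centred for each gene. They were compared with exact permutation tests over 18564 splits and adjusted over the 17 scores tested. The similarity of female profiles was tested with a one-sided exact permutation test on Spearman correlations.

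The edgeR test was tested on simulated data drawn from the means and library sizes of the real samples, with a known set of genes changed. At a 2-fold change it recovered 153 of 197 tested genes between the sexes (77.7%), with 7 false calls (4.38%). Between the female groups it recovered 161 of 195 (82.6%) with 10 false calls (5.85%) at a 2-fold change, and 102 of 197 (51.8%) with 2 false calls (1.92%) at a 1.5-fold change. Each gene was drawn independently with its estimated spread. Shifts shared by many genes, such as that between the library series or in a single deviating sample, were not simulated. The shares recovered therefore need not hold for the real samples. The DESeq2 fit was checked against the deposited table. The voom and GC-corrected fits were not tested on simulated data.

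The tests, the first 10 marker lists, the rule for the genes named in the text and the alternatives listed next were set before the data were examined. The rule covers the genes that could be read in the paper's text and in Figs. 2e, 3b, 3c and 3d. In Fig. 3c 1 label is printed incompletely and was left out. It also covers the 5 genes with the largest change in each direction among those past the threshold without overlap between the sexes, and the 5 genes with the smallest p between the female groups. *Gbp2*, *Iigp1*, *Scn10a*, *Mrgprd* and *Avil* were chosen after their values were seen. *Gm29650*, *Uba1y* and *Gm48518*, labelled in Fig. 3b, had too few counts to be tested.

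These alternatives were DESeq2 with default settings and without its filter on Cook's distance, limma voom with sample quality weights (version 3.58.1), size factors in place of TMM, no filter on low counts, at least 10 counts in every sample, robust dispersions, the replicate number as a block, 1 surrogate variable (sva 3.50.0), 3 groups in 1 fit, males against each female group alone, Schwann cell or red blood cell scores as covariates, and leaving out each sample. The pairing in the block comes from the numbers in the sample labels. Alternatives chosen after seeing the data were the library series as a covariate, each series alone, DESeq2 without independent filtering, with 3 groups and with the series as a covariate, a correction for GC content in each sample, the similarity of profiles over pairs within a series, the dorsal and ventral neuron scores as covariates, the correlation of *Lcn2* with scores among the males, and scores without genes that the study names. The lists of dorsal root ganglion neuron and interferon-inducible genes were written after *Acpp*, *Gbp10* and related genes had been seen, and the seen genes were left out of these 2 scores. The Schwann cell list holds *Prx*, *Ncmap* and *Cntf*, and the list of glucocorticoid-induced genes holds *Lcn2*, *Angptl4* and *Cdkn1a*, all named by the study, so scores without them were added.

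Samples far from the others of their group were sought with Dixon's ratio in groups of 6, on log2 CPM for genes, at the 95% critical value. After a first screen, groups in which every sample had at most 3 counts of a gene were left out, which removed 2 cases that rested on 1 count each.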

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

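The tests on dorsal root ganglion tissue were chosen only after the result was seen. Of 139 groups of 6 samples, each a gene or score in 1 condition, 9 held a sample whose gap to the others, as a share of the group's range, exceeded Dixon's 95% critical value. For genes the ratio was taken on log2 CPM, while the values below are in CPM. By chance 6.95 are expected.

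F1/proestrus sample 5 accounts for 5 of the 9. Its *Acpp* lay at 59.0 CPM against 0.640 to 0.980 CPM in the other F1/proestrus samples (ratio 0.907), and its *Fam19a4* at 8.35 CPM against 1.10 to 1.61 CPM (ratio 0.812). Its Schwann cell score was 0.846 against -0.444 to -0.00651 (ratio 0.661), and 0.995 against -0.440 to -0.0109 without the genes that the study names (ratio 0.701). Its score of 7 dorsal root ganglion neuron genes was 5.10, against at most 0.0854 in the other 17 samples (ratio 0.881 within its group). *Scn10a*, *Mrgprd* and *Avil*, chosen after their values were seen, had 125, 32.9 and 133 CPM in this sample, and at most 0.153, 0.0446 and 0.908 CPM in the other 17. Without this sample the log2 fold change of *Acpp* between males and females went from -3.43 to -0.88, and that of *Fam19a4* from -0.96 to -0.49. The adjusted p went from 0.328 to 0.0784 and from 0.398 to 0.166 in the edgeR fit. Over the alternatives listed in advance other than leaving out a sample it ranged from 0.00121 to 0.670 for *Acpp* and from 0.0299 to 0.760 for *Fam19a4*. Dorsal root ganglion tissue in this sample is a candidate explanation for most of the size of the *Acpp* difference. Both genes still had lower expression in males without it, so the direction does not rest on this sample. Without it the edgeR fit called 77 genes between the sexes (62 higher in males) against 49 (37). Of the 35 male genes of Fig. 3c and the text 18 passed against 12, and of the 5 immune genes named in the text 4 passed against 2. The design gives no condition that sets this sample apart from the other F1/proestrus samples, so no biological explanation was tested.

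F2/metestrus sample 4 accounts for 2 of the 9. Its *Grp* was 8.29 CPM against 5.79 to 6.10 CPM (ratio 0.858), and its ventral neuron score 0.673 against 0.245 to 0.394 (ratio 0.651). The score of dorsal neuron genes was higher in males (difference 0.150, exact permutation p = 0.0332, adjusted p of 0.0564 over 17 scores, 6 of 6 males above the female median), and that of ventral neuron genes lower (difference -0.555, p = 0.138, adjusted p of 0.186, 1 of 6 males above the female median). A more dorsal dissection in males was to show as a difference in both scores, and the larger p of the 2 was 0.138. With both scores in the model, a choice made after seeing the data, the log2 fold change went from 0.63 to 0.48 for *Penk* (adjusted p from 0.000449 to 0.00160 in edgeR), from 0.92 to 0.61 for *Grp* (from 0.00539 to 0.0146) and from 0.37 to 0.28 for *Pdyn*, which passed in neither fit. Over the alternatives listed in advance, other than leaving out a sample, the adjusted p ranged from 1.65e-08 to 0.0666 for *Penk* and from 3.89e-06 to 0.362 for *Grp*. A difference in dissection may thus account for part of the size of these differences. As these 2 scores measure it, it did not remove the higher *Penk* and *Grp*. The scores are imperfect measures of dissection, so a larger part is not excluded. With both scores in the model 15 genes were higher in males, against 37 without them. For sample 4 alone, neither a technical nor a biological explanation was tested.

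The other 2 cases are traces of Y-linked genes in females. *Ddx3y* in F2/metestrus sample 3 had 5 counts (ratio 0.719) and *Uty* in F1/proestrus sample 6 had 4 counts (ratio 0.668). Both lie near the floor of 3 counts, and no explanation was tested for them.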

How the results depend on the processing

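The alternatives on library series, GC content, neuron scores and sets without the study's genes, and 3 of the 5 fits with DESeq2, were chosen only after the result was seen. For none of the gene counts and scores below that moved does a value show why: the cause was not tested.

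Of 49 genes that differed between the sexes (37 higher in males, 12 in females), the count stayed within 1.5-fold with limma voom (46, of which 42 among the 49), size factors in edgeR (44, 44 shared), no filter on low counts (48, 43 shared), robust dispersions (54, 48 shared), 1 surrogate variable (47, 37 shared), 3 groups (44, 43 shared) and a red blood cell score as covariate (45, 40 shared). It rose with DESeq2 at default settings (166, with 105 higher in males and 61 in females) and without Cook's filter (169, 106 and 63), which shared 46 of the 49 each. It fell with at least 10 counts in every sample (31, of which 23 higher in males), against F1/proestrus alone (13, 6 and 7) and against F2/metestrus alone (22, of which 14 higher in males), both with 6 fewer females, and with the Schwann cell score as covariate (32, 11 and 21). In the fits that each left out 1 sample the count ranged from 25 to 77, with 16 to 62 higher in males and 9 to 15 higher in females. The 77 genes came from leaving out F1/proestrus sample 5.

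Among alternatives chosen after seeing the data, the count was 134 (95 and 39) with the library series as covariate, which kept all 49, 16 (9 and 7) in the first series alone and 13 (6 and 7) in the second. With the Schwann cell score without the study's genes, 19 were higher in males and 19 in females, of which 26 were among the 49. DESeq2 gave 122 (75 and 47) without independent filtering, 156 (98 and 58) with 3 groups and 729 (436 and 293) with the series as covariate, and 49, 49 and 44 of the 49 were among them. With the dorsal and ventral neuron scores as covariates there were 30 (15 and 15), of which 23 were among the 49. With the GC correction there were 40, of which 39 were among the 49.

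With the replicate number as a block, edgeR called 148 genes between the sexes (115 and 33) against 49 without it, and 48 of the 49 were among them. Between the female groups it called 0, with 895 at an unadjusted p under 0.05 against 596 without the block. Deviations from the group means correlated by 0.0851 between samples with the same number (18 pairs), by 0.0960 between other samples of the same library series (36 pairs) and by -0.0916 between the series (54 pairs). In females the first 2 values were 0.0730 (6 pairs) and 0.0693 (12 pairs). Samples with the same number are different animals, and they were no closer than other samples of their series.

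Between the female groups the count was 0 in each edgeR and limma fit and in DESeq2 with 3 groups, with 596 genes at an unadjusted p under 0.05 in the edgeR fit of the 12 females. It was 2 with DESeq2 at default settings, without independent filtering and with the series as covariate, and 5 without Cook's filter. With DESeq2 at default settings and without independent filtering, *Xlr3a* had a log2 fold change of -0.79 (adjusted p of 0.00453) and *Gbp10* of 3.44 (adjusted p of 0.0377). Without Cook's filter the values were -0.79 (0.00152) and 3.44 (0.0189), and with the series as covariate -0.78 (1.48e-04) and 3.26 (0.0309). In the alternatives listed in advance the adjusted p ranged up to 1.00 for both genes. *Gbp10* has no value with at least 10 counts in every sample.

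*Lcn2* was higher in males in every alternative run. Its log2 fold change was 1.84 against F2/metestrus alone (adjusted p of 0.0884 in edgeR) and 2.18 in the second library series alone (0.145), and these were the only alternatives run with an adjusted p above 0.05. Its adjusted p in the alternatives listed in advance ranged from 3.86e-08 to 0.0884.

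Score differences between males and females also crossed an exact permutation p of 0.05 or changed sign. Against F1/proestrus alone, the Schwann cell score differed by 0.367 (exact p = 0.158), the dorsal neuron score by 0.106 (p = 0.292) and the meningeal fibroblast score by 0.0142. Against F2/metestrus alone, the microglia score without the study's genes differed by 0.0965 (exact p = 0.0887) and the ventral neuron score by -0.764 (p = 0.0346). With the median over genes the dorsal neuron score differed by 0.166 (exact p = 0.0544), and with at least 10 counts in every sample the reactive astrocyte score by 0.245 (p = 0.0250). In the first library series alone the microglia score without the study's genes differed by 0.111 (exact p = 0.0595), and the red blood cell, immediate early gene and dorsal root ganglion neuron scores changed sign (0.0539, -0.00898 and 0.00481). In the second series alone the neutrophil score differed by 0.708 (exact p = 0.119) and by 0.599 (p = 0.226) without the study's genes, the Schwann cell score by 0.530 (p = 0.167) and the dorsal neuron score by 0.190 (p = 0.0952). In the fits that each left out 1 sample, the differences ranged from 0.0943 to 0.157 for the microglia score without the study's genes, 0.327 to 0.527 for Schwann cells, 0.0929 to 0.179 for dorsal neurons, -0.719 to -0.275 for ventral neurons and -0.0931 to 0.0721 for meningeal fibroblasts, with a change of sign in 8 of 18.

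The Schwann cell score without the study's genes (0.370, exact p = 0.0540) fell below p = 0.05 in 5 of 7 alternatives listed in advance (0.292 to 0.892, p from 0.00641 to 0.284), in 4 of 18 with 1 sample left out (0.260 to 0.472, p from 0.000727 to 0.175) and in the first series (0.312, p = 0.0476), not in the second (0.428, p = 0.286). The glucocorticoid score without the study's genes (0.181, exact p = 0.0204) rose above it in 2 of 7 (0.110 to 0.504, p up to 0.108), in 2 of 18 (0.153 to 0.208, p up to 0.0566) and in each series (0.144, p = 0.107, and 0.217, p = 0.0952), and that without *Lcn2* in the first series (0.207, p = 0.0595). The interferon score, lower in males (-0.583, exact p = 0.0298), rose above it in 2 of 7 (p up to 0.0693), in 3 of 18 (p up to 0.0689) and in each series (p = 0.238 and 0.107).

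The similarity of the female groups changed sign in the first series (0.000392, exact p = 0.2) and over pairs within a series (0.000170, p = 0.25), and ranged from -0.000434 to 2.04e-05 with 1 sample left out.

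For 32 other genes and scores, 729 values under alternatives were computed, of which 631 stayed on the same side of the threshold, 57 became weaker, 40 stronger and 1 changed sign. Depth limits *Gbp10*, with 4 to 15 counts per F1/proestrus sample, and the Y-linked genes in females, whose folds rest on a few counts.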

Differences from the paper's values

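Settings marked as chosen after seeing the values were chosen only after the result was seen.

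Between F1/proestrus and F2/metestrus 0 genes passed an FDR of 5% in edgeR, with 596 at an unadjusted p under 0.05, against the paper's 2. Of the alternatives set before the data were examined, DESeq2 with default settings gave 2. DESeq2 without Cook's filter gave 5, and the others gave 0. DESeq2 without independent filtering and DESeq2 with the library series as covariate, both chosen after seeing the values, gave 2.

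Between males and females 49 genes passed, against the paper's 158. Of the alternatives set before the data were examined, DESeq2 with default settings (166), DESeq2 without Cook's filter (169) and the replicate block (148) came within 1.5-fold of it. The others gave from 13 to 54 genes, and 25 to 77 with 1 sample left out. For genes higher in males the count was 37 against the paper's 101, and the same settings came within 1.5-fold of it (105, 106 and 115), while the others did not. For genes higher in females the count was 12 against the paper's 57. DESeq2 with default settings (61) and without Cook's filter (63) came within 1.5-fold of it, and the replicate block (33) and the others did not. Of the settings chosen after seeing the values, DESeq2 with 3 groups (156, 98 and 58) and without independent filtering (122, 75 and 47) came within 1.5-fold of the 3 counts, and edgeR with the library series as covariate (134, 95 and 39) of each. The paper's methods name DESeq2.

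The paper lists *Xlr3a* and *Gbp10* as differing between the female groups. In edgeR their adjusted p was 0.863 and 1.00, and they were called by DESeq2 with default settings and without Cook's filter, and by DESeq2 without independent filtering and with the library series as covariate, both chosen after seeing the values.

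The paper lists all the genes of Fig. 3c as differing between the sexes. In edgeR 12 of the 35 male genes counted at the claim and 5 of the 21 female genes passed, and *Csf1r*, *Csf2rb* and *Il16* did not. DESeq2 with default settings called 35 and 21 of them, and DESeq2 without Cook's filter 35 and 20. Genes of these lists that edgeR did not call were also called with the replicate block (8 male and 5 female genes), limma voom (2 and 0), no filter on low counts (1 and 0), robust dispersions (1 and 1), 1 surrogate variable (0 and 1), 3 groups in edgeR (1 and 0), the Schwann cell score (0 and 6) or the red blood cell score (2 and 1) as covariate, and in 15 of the 18 fits that each left out 1 sample, up to 7 and 1. Settings chosen after seeing the values that called further genes were the library series as covariate (10 and 7), the Schwann cell score without the study's genes (0 and 6), the dorsal and ventral neuron scores (1 and 1), each library series alone (0 and 1 each), and DESeq2 without independent filtering (15 and 12), with 3 groups (21 and 14) and with the library series as covariate (23 and 14).

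*Gm29650*, *Uba1y* and *Gm48518*, labelled in Fig. 3b of the paper, did not pass the filter on low counts and have no edgeR value here.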

Other observations

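The tests on other splits with DESeq2 and at an unadjusted p, on library series, GC content, transcript length and interferon-inducible genes were chosen only after the result was seen. Splits of the samples were drawn so that samples with the same number were parted as in the real groups, and all splits below include the real one.

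In edgeR 0 genes differed between F1/proestrus and F2/metestrus, a count that all 32 of the 32 splits of the 12 females reach whatever the data, so that this comparison tests nothing. Another split gave at most 2. At an unadjusted p under 0.05, 18 of the 32 splits gave as many genes as the real groups (596). DESeq2 called 2 genes between the real groups, and 10 of the 32 splits gave as many, with up to 49 genes. The number of genes that DESeq2 calls between the female groups is thus within what other splits of the same females give. The exact permutation tests of *Xlr3a* and *Gbp10* at their claims are no separate evidence, since both genes were named for differing in these samples, and 27 of 24042 genes part the female groups fully against 52 by chance.

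Between males and females, 1 of 100 splits drawn from 729 gave as many genes as the real groups in edgeR, the real one, and another split gave at most 2 genes against 49. At an unadjusted p under 0.05, 1 of the 100 splits gave as many genes as the real groups (2416), with a median of 651, and 1 other split came near it (2399). With DESeq2, 1 of 40 splits gave as many, and another split gave at most 29 genes against 166. The other splits mix the sexes, so they differ from the real one in that Y-linked genes vary within their groups. Total counts of males and females did not differ (exact permutation p = 0.484). With the library series in the model the number of genes was 134 against 49, so the series does not account for the genes called. Log2 fold changes between the sexes followed the GC content of the genes (Spearman rho of 0.315 over 24849 genes) and less so transcript length (rho of -0.206). With a correction for GC content in each sample rho was -0.00146, and 40 genes passed, of which 39 were among the 49. GC content may thus shift many small values, but does not fully account for the genes called.

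The 2 library series differed in 6876 of 24862 genes at an FDR of 5% in edgeR, 3583 higher in the second series and 3293 lower. The paper does not report the series. Total counts differed between the series (exact permutation p = 0.0441), but the fits normalize for library size, so this does not show size as the cause. The log2 fold changes followed GC content (rho of 0.298) and transcript length (rho of -0.276). Both lie just below the limit of 0.3 set for these tests, which does not set them aside. The cause of the difference was not determined, and the design gives no biological condition that differs between the series. Since each series holds as many samples of every group, the series do not stand in for sex or cycle.

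The Schwann cell score was higher in males (difference 0.437, exact permutation p = 0.0177, adjusted p of 0.0429 over 17 scores, 6 of 6 males above the female median). With the score in the model, genes higher in males fell from 37 to 11. Without *Prx*, *Ncmap* and *Cntf*, which the study names, the difference was 0.370 (exact p = 0.0540, adjusted p of 0.0834), and 19 genes were higher in males. Its p ranged from 0.00641 to 0.284 over the alternatives listed in advance, other than leaving out a sample. Peripheral nerve tissue in the dissected male samples is a candidate explanation for part of the genes higher in males. *Lcn2* still passed with the score in the model, so it is not fully explained by what this score measures. The female with the highest score, F1/proestrus sample 5, is the sample with the dorsal root ganglion neuron signal.

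For the immune genes higher in males, the red blood cell score was not higher in males (difference -0.159, exact permutation p = 0.484). With it in the model, 12 of the 35 male genes of Fig. 3c and the text passed, as many as without it. These 35 also hold Y-linked and neuropeptide genes, on which blood would not bear. Of the 5 immune genes named in the text, 3 passed with the red blood cell score in the model, against 2 without it. All 35 still had higher expression in males. Blood, as this score measures it, thus does not account for the higher values of these 5 genes. The meningeal score did not differ either (difference -0.00621, exact permutation p = 0.968), but no fit held it as a covariate. Its difference ranged from -0.0931 to 0.0721 with 1 sample left out, so a part for meninges is not excluded. The microglia score without the genes that the study names differed (difference 0.128, exact p = 0.0142, adjusted p of 0.0401, 5 of 6 males above the female median), as a higher share of microglia in males would give. A higher share of microglial RNA in males may thus account for part of these genes, and the score does not tell more cells from more RNA per cell. This remains a hypothesis, since the Schwann cell score was higher in males as well (exact p = 0.0177). With that score in the model, 4 of the 35 male genes of Fig. 3c and the text passed, against 12 without it, and all 35 still had higher expression in males.

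For *Lcn2*, the neutrophil score without the study's genes was higher in males (difference 0.916, exact permutation p = 0.00673, adjusted p of 0.0229, 6 of 6 males above the female median). So was the score of glucocorticoid-induced genes without *Lcn2* (difference 0.247, exact p = 0.00151, adjusted p of 0.00855, 6 of 6). Without *Angptl4* and *Cdkn1a*, also named by the study, its difference was 0.181 (exact p = 0.0204, adjusted p of 0.0434), with p from 0.0165 to 0.108 over the alternatives listed in advance, other than leaving out a sample. Among the 6 males, in a test chosen after seeing the data, *Lcn2* did not rise with the neutrophil score (Spearman rho of -0.771, exact permutation p = 0.103). Male 4 had 14.4 CPM of *Lcn2* with the lowest score of the males (-0.123), and male 6 had 2.61 CPM with the second highest (0.801). With the glucocorticoid score without *Lcn2* the rho was 0.371 (exact permutation p = 0.497). Neither correlation was beyond what 6 samples give by chance, and the order of the males supports neither explanation. From these counts alone, a neutrophil signal and a glucocorticoid response in males both remain possible for *Lcn2*. The paper's evidence on cell type is separate and concerns LCN2 protein. By its flow cytometry most LCN2-positive immune cells of the male pia mater were neutrophils. Their share rose after formalin in males and not in females. The paper does not report the glucocorticoid-induced genes as a set. Whether the males were handled or stressed differently cannot be seen here.

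Interferon-inducible genes other than those seen with *Gbp10* were higher in F2/metestrus than in F1/proestrus, with a score difference of 0.764 over 17 genes (exact permutation p = 0.0390). It was 0.499 (exact p = 0.1, the smallest p that 3 samples against 3 allow) in the first library series and 1.03 (p = 0.3) in the second. The score did not differ between the series (exact p = 0.303), nor total counts between the groups (p = 0.437). The set was written after *Gbp10*, *Gbp2* and *Iigp1* had been seen to rise together in F2/metestrus samples 2, 4 and 5, and the score rose in the same samples (0.871, 1.35 and 1.42). F2/metestrus samples 1, 3 and 6 had -0.122 to -0.0256, within the range of F1/proestrus (-0.446 to 0.0495). The higher score is thus a rise in 3 samples and not a shift of the whole group.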
